# SPARC promotes insulin secretion through down-regulation of RGS4 protein in pancreatic β cells

**DOI:** 10.1038/s41598-020-74593-w

**Published:** 2020-10-16

**Authors:** Li Hu, Fengli He, Meifeng Huang, Qian Zhao, Lamei Cheng, Neveen Said, Zhiguang Zhou, Feng Liu, Yan-Shan Dai

**Keywords:** Endocrinology, Diabetes

## Abstract

SPARC-deficient mice have been shown to exhibit impaired glucose tolerance and insulin secretion, but the underlying mechanism remains unknown. Here, we showed that SPARC enhanced the promoting effect of Muscarinic receptor agonist oxotremorine-M on insulin secretion in cultured mouse islets. Overexpression of SPARC down-regulated RGS4, a negative regulator of β-cell M3 muscarinic receptors. Conversely, knockdown of SPARC up-regulated RGS4 in Min6 cells. RGS4 was up-regulated in islets from *sparc* −/− mice, which correlated with decreased glucose-stimulated insulin secretion (GSIS). Furthermore, inhibition of RGS4 restored GSIS in the islets from *sparc* −/− mice, and knockdown of RGS4 partially decreased the promoting effect of SPARC on oxotremorine-M-stimulated insulin secretion. Phosphoinositide 3-kinase (PI3K) inhibitor LY-294002 abolished SPARC-induced down-regulation of RGS4. Taken together, our data revealed that SPARC promoted GSIS by inhibiting RGS4 in pancreatic β cells.

## Introduction

The etiology of Diabetes involves both insulin resistance and decreased insulin secretion in β cells^1–3^. Adipose tissue inflammation plays an important role in the development of obesity-induced insulin resistance^2,4^. In the prediabetic insulin-resistant state, islets respond to the increased insulin demand by increasing insulin secretion and β-cell mass, which generates compensatory hyperinsulinemia and maintains relative normal glycaemia. When insulin secretion is insufficient to compensate for the insulin resistance, type 2 diabetes emerges. The early β-cell dysfunction is manifested as impaired glucose-stimulated insulin secretion (GSIS), and loss of first phase GSIS can be detected in the earliest stages of type 2 diabetes^1,3^.

SPARC (Secreted Protein Acidic and Rich in Cysteine) is expressed mainly in bone and adipocytes, and it is a secreted extracellular matrix protein that is produced as a 32-kDa matricellular glycoprotein^5–9^. SPARC mediates interactions between cells and their extracellular matrix, and targeted deletion of *sparc* results in compromised extracellular matrix in mice^7,10^. SPARC can bind to integrin beta3 and activate integrin linked kinase^11^. Secretion of SPARC by adipose tissue is increased by insulin and leptin^12,13^. Adipose tissue is a major source of SPARC, which in turn inhibits adipogenesis and induces insulin resistance in adipose tissue in an autocrine or paracrine fashion^14–16^. SPARC has been shown to be involved in oxidative stress, neurogenesis, insulin resistance, glucose metabolism and Glut4 expression^16–20^.

SPARC is expressed in the stromal cells of mouse primary islets that can be detected by Western blot, and plays a role in reducing IGF-1-induced islet survival^21^. *sparc*−/− mice on high-fat diet showed an impaired insulin secretion capacity and a dramatically reduced expression of glucose transporter 2 in the islets^22^. SPARC-deficient mice exhibited impaired glucose tolerance^22,23^, and one of the underlying mechanism is reduced insulin secretion^22^.

Acetylcholine, which is released from intrapancreatic nerve endings, stimulates insulin secretion through binding and activation of M3 muscarinic receptor, resulting in increased intracellular calcium concentration in β cells during food ingestion^24^. Mice selectively lacking M3 muscarinic receptor in pancreatic β cells displayed impaired glucose tolerance and a dramatic reduction in insulin secretion, demonstrating that M3 muscarinic receptor in β-cells is essential for maintaining normal glucose homeostasis^24,25^. RGS4 is a negative regulator of G protein-coupled M3-muscarinic receptor. Pancreatic β cell-specific knockout of Rgs4 did not alter basal glucose levels, but increased plasma insulin levels and muscarinic agonist-stimulated insulin release^26^, suggesting that selectively enhancing the M3 muscarinic receptor signaling in pancreatic β cells could lead to novel treatment for patients with type 2 diabetes^26^.

To elucidate the mechanism by which SPARC regulates insulin secretion and β-cell physiology, we had analyzed insulin secretion in SPARC-deficient β cells. Our results demonstrate that SPARC was essential for normal β-cell function and promotes insulin secretion by inhibiting RGS4 expression.

## Materials and methods

### Materials

*sparc* −/− mice were a gift from Dr. Neveen Said at University of Virginia, Charlottesville, Virginia, USA^27^ and were maintained in the accredited pathogen-free Second Xiangya hospital mice facility on a 12 h light/dark cycle^28^. C57BL/6 mice were purchased from Model Animal Research Center of Nanjing University. All experiments were approved by the Animal Care Research Committee of Second Xiangya Hospital (ACRCSXH) and carried out as per ACRCSXH guidelines.

Human sparc cDNA clone was described by us before^29^ and subcloned into pShuttle vector (Clontech). Adenovirus expressing human SPARC was constructed using Adeno-X expression system (Clontech) as described before^30,31^. GAPDH, Horseradish peroxidase labeled donkey anti rabbit or donkey anti mouse antibodies were from Cell Signaling (Beverly, MA). Recombinant mouse SPARC protein (cat. number 942-SP-050) was purchased from R & D systems. Oxotremorine M (Oxo-M) and LY294002 were purchased from Sigma-Aldrich. CCG4986 was purchased from ChemBridge (San Diego, CA).

### Methods

#### Cell culture

Min6 cells were originally purchased from ATCC and were cultured in DMEM containing 15% FBS, 25 mM Glucose and 50 μM β-mercaptoethanol as described before^31^. Min6 cells were seeded in a six-well plate and allowed to attach overnight. Min6 cells were incubated for 24 h before collection and analysis.

#### Islet isolation

Islets were isolated from 8 to 12 weeks old C57BL/6 male mice as described before by our laboratory^31–34^. Briefly, mouse islets were isolated using perfusion and digestion of pancreas with collagenase V (from Roche), density gradient purification with histopaque-1077 (Sigma), and then hand-picked. Isolated islets were cultured overnight in RPMI 1640 containing 10% FBS, 11 mM glucose, and then switched for 1 h to Krebs Ringer Bicarbonate buffer containing 2.6 mM CaCl_2_, 1.2 mM MgSO_4_, 1.2 mM KH_2_PO_4_, 4.9 mM KCl, 98.5 mM NaCl, and 25.9 mM NaHCO_3_ (all from Sigma-Aldrich) supplemented with 20 mM Na-HEPES and 0.1% BSA. About 10 islets in each experimental condition were transferred to each well in 24-well plate containing 2.8 mM and 16.7 mM glucose concentration in Krebs Ringer Bicarbonate buffer for 1 h. The supernatants were collected for insulin measurements. The islets were lysed with 1% Triton to determine total protein content in the islets. Insulin levels were measured with an ELISA kit from ALPCO. About 200 isolated mouse islets from WT or *sparc* −/− mice were also collected for Western blot analysis of RGS4 and SPARC.

#### Western blot

Western blot analysis was performed using equal amounts of whole cell extract protein as described before^33,35^. Briefly, cell lysates were run on SDS PAGE, proteins transferred to a nitrocellulose membrane. The membranes were incubated with the primary antibodies, rabbit anti- RGS4 (Santa cruz), mouse anti-SPARC (Haematologic Technologies, Inc), rabbit anti-AKT-S473, rabbit anti-AKT, mouse anti-beta-actin (Cell Signaling), respectively, followed by Horseradish peroxidase labeled donkey anti rabbit or donkey anti mouse antibodies. Protein signal was visualized by using Immun-Star chemiluminescent kit (Bio-Rad) and quantified by Bio-Rad Imager.

#### Adenoviral infection

Adenovirus was amplified in HEK-293 cells. The adenovirus in HEK-293 cells was collected and subjected to three cycles of freeze–thaw. Adenovirus titer was determined by using Adeno-X rapid titer kit from Clontech. Min6 cells or isolated islets were infected with AdV-SPARC or AdV-EGFP at 100 MOI for 16 h. The next day, the medium was changed, and the cells were cultured for total 48 h. We used AdV-EGFP virus as control and the expression of EGFP inside the core of islets was confirmed under fluorescent microscope.

#### siRNA transfection

Min6 cells were transfected with *sparc* siRNA or *rgs4* siRNA or control scramble siRNA using Metafectene Pro, a cationic liposome-based transfection reagent (Biontex laboratories, Germany), which possessed high transfection efficiency in Min6 cells shown by the manufacturer. siRNA against mouse SPARC and mouse RGS4 were synthesized by Shanghai GenePharma Co. The sense sequence of mouse SPARC was: AGAAGCUGCGUGUGAAGAAUU. The sense sequence of mouse RGS4 was: CCUGCCUGAGGAGUCAAATT.

#### RT-qPCR

RNA was first extracted using Trizol reagent (Invitrogen), then followed by purification and DNase I digestion to remove genomic DNA contamination using RNAeasy column (Qiagen) according to the manufacturer’s protocol. After reverse transcription (Thermo Scientific), cDNA was quantified with ABI 7900HT Fast Real-Time PCR System (Applied Biosystems). Relative gene expression levels were calculated using the △△Ct method, with 18S or GAPDH used as the reference gene and normalized. RGS4 qPCR primer sequences were: Sense: AGAAATGGGCTGAATCGTTG; Anti-sense: GGCTTGTCTCCTCTCTGGTG.

### Microarray method

Min6 cells were infected with AdV-EGFP or AdV-SPARC for 48 h. The cells were collected, and total RNA was prepared by Trizol and RNA easy column (Qiagen). The RNA samples were sent to Shanghai Biotechnology incorporation for customer cDNA microarray analysis using Affymetrix mouse array 430 2.0.

### Statistics

Statistical significance was assessed by two-tailed Student t test. For multiple groups, statistical significance was performed with one way or two-way ANOVA followed by Tukey’s multiple comparisons test by GraphPad Prism 7. A value of P < 0.05 was considered significant. All data are expressed as the mean ± SE.

## Results

### Regulation of SPARC expression by glucose and insulin

To determine whether glucose and insulin regulate SPARC expression, we treated Min6 cells with increasing concentration of glucose or insulin. The results in Fig. 1A show that glucose concentration dose-dependently increased SPARC expression as shown by Western blot analysis. Conversely, insulin dose-dependently inhibited SPARC expression as assessed by Western blot analysis (Fig. 1C). Figure 1B,D are the results each from three experiments.

**Figure 1:**
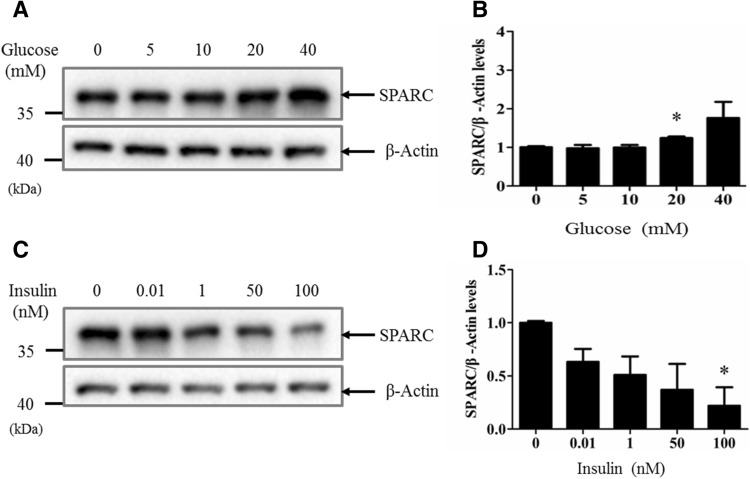
SPARC expression levels were regulated by glucose and insulin. (**A**) Min6 cells were incubated with increasing concentrations of glucose (0–40 mM) for 16 h. Cell lysates were subjected to western blotting with anti-SPARC antibody or β-actin antibody. (**B**) Min6 cells were stimulated with increasing concentration of insulin (0 to 100 nM) for 16 h. Cell lysates were subjected to Western blotting with anti-SPARC antibody or β-actin antibody. (**C**,**D**) The SPARC levels were quantified relative to loading control β-actin each from three experiments. * denotes *P* < 0.05, n = 3. Two-way ANOVA followed by Tukey’s multiple comparisons test was used in statistical analysis.

### SPARC enhances insulin secretion in mouse pancreatic β cells

To determine the effect of SPARC on insulin secretion, we overexpressed SPARC by adenovirus in isolated mouse islets. AdV-SPARC increased SPARC mRNA expression level by about 60-fold in isolated mouse islets, compared with control AdV-EGFP (Fig. S1A). SPARC overexpression enhanced muscarinic receptor agonist Oxotremorine M-stimulated insulin secretion (Fig. 2A). To confirm this effect, we also treated cells with recombinant SPARC protein. As shown in Fig. 2B, SPARC enhanced Oxotremorine M-stimulated insulin secretion in mouse islets. However, SPARC had no effect on insulin content (Fig. S1B). Meanwhile, we found that SPARC did not enhance KCl-stimulated insulin secretion in mouse islets (Fig. S1C). These results uncovered a specific role of SPARC in enhancement of Oxotremorine M-stimulated insulin secretion in mouse pancreatic β cells.

**Figure 2:**
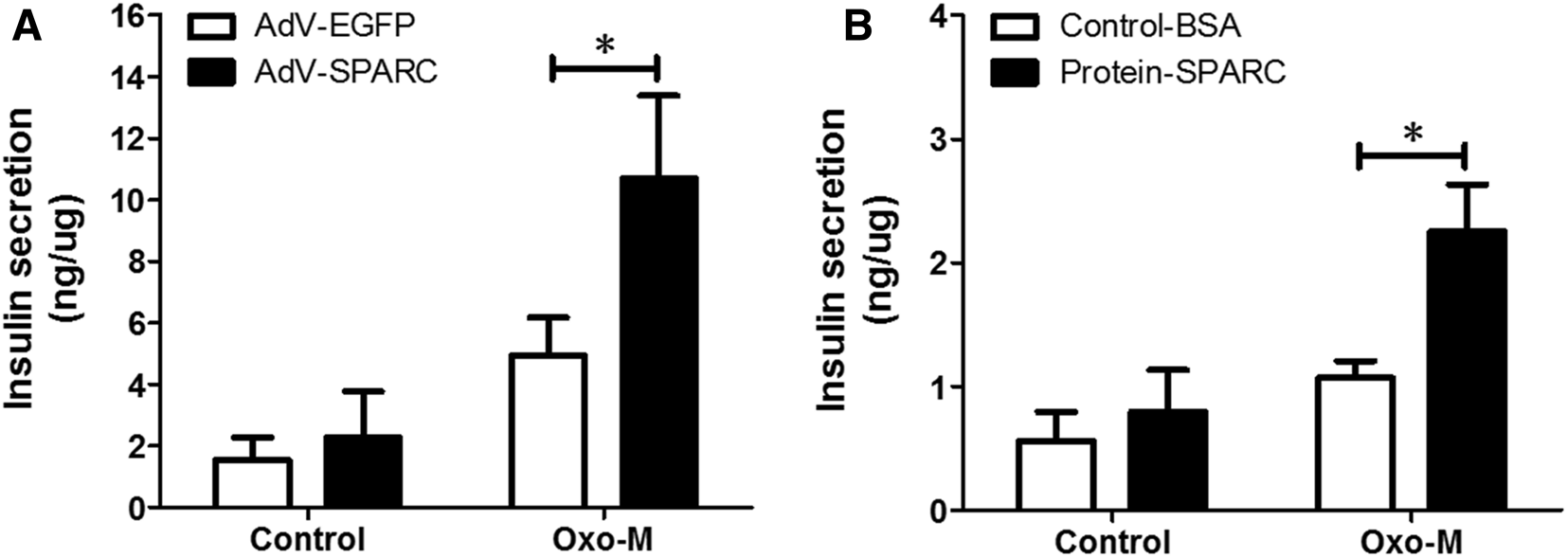
SPARC enhanced muscarinic receptor agonist-stimulated insulin secretion. (**A**) Mouse islets were isolated and culture in RPMI1640 containing 11 mM glucose overnight. The islets were infected with AdV-EGFP or AdV-SPARC for 24 h. The islets were stimulated with 16.7 mM glucose, or 16.7 mM glucose and 100 µM Oxo-M in Krebs Ringer Bicarbonate buffer for 1 h. The supernatants were collected, and insulin was determined with insulin ELISA kit. Shown were the levels of insulin secretion normalized to protein concentration. The results were derived from three individual experiments. * denotes *P* < 0.05, n = 3. (**B**) Mouse islets were cultured in RMPI1640 medium with 11 mM glucose overnight. Groups of islets were then incubated with Krebs Ringer Bicarbonate buffer and with 16.7 mM glucose in the presence or absence of recombinant SPARC, 1 µg/ml, or 16.7 mM glucose and 100 µM Oxo-M in the presence or absence of SPARC for 1 h. The supernatants were collected, and insulin was determined with insulin ELISA kit. Shown were the levels of insulin secretion normalized to protein concentration. * denotes *P* < 0.05, n = 3. Statistical significance was assessed by unpaired two-tailed Student’s t test.

### Downregulation of RGS4 by Overexpression of SPARC

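Min6 is a mouse insulinoma cell line that makes and secretes insulin and is used as a model of pancreatic β cells. The cells were infected with an adenovirus that carries human SPARC (AdV-SPARC) or EGFP as the control (AdV-EGFP), at 100 MOI with 16 h of contact with the virus. The methods and the sample labels give 48 h of infection, and the legend of Fig. 3 gives 24 h. RNA of each condition was hybridized to 1 Affymetrix mouse expression array, so that 2 arrays were compared and no difference between them has a replicate check. Such an array holds several short probes for each transcript, grouped into probe sets, and a gene can have several probe sets. The deposited values are log2 signals per probe set, made with MAS5 as the submitters' processing notes name it, which combines the probes of a probe set and scales each array to a common mean. The median signal was 72.2 on the AdV-EGFP array and 68.1 on the AdV-SPARC array. The lowest signals stand at a floor of 0 on the log2 scale, which holds 701 probe sets of the AdV-EGFP array and 729 of the AdV-SPARC array. From these values the log2 ratio of the AdV-SPARC signal over the AdV-EGFP signal was taken for each probe set. Each gene was represented by its probe set of highest mean signal, and 18193 genes could be named. Counts were made over the 10963 genes whose mean log2 signal was at or above the median of the array, 6.10. For scale, each ratio was set beside those of the 1000 probe sets nearest to it in signal, and their robust SD is called the local SD. It describes the scatter on these 2 arrays and not the spread between cultures. Taken over whole ranges of signal, the robust SD was 0.35 from the filter to a mean log2 signal of 8 and 0.10 above 12. Bacterial and phage control RNAs added at hybridization had log2 ratios from -0.17 to 0.03. Bacterial poly-A control RNAs, which are added before labeling, had log2 ratios from -0.80 to 0.13 with a median of -0.18. Gene lists fixed before the data were examined were described by the median log2 ratio of their members above the filter and its percentile among 10000 random lists of the same size and like signal.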

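In Min6 cells overexpressing SPARC, 25 of 10963 genes had a signal at least 2-fold higher than in AdV-EGFP-infected cells, and 50 had a signal at least 2-fold lower. The lowest log2 ratio was that of Ror1, a receptor tyrosine kinase-like protein that binds Wnt5a, at -2.66 (signal 412 with AdV-EGFP and 65.3 with AdV-SPARC). Kdelr3, a receptor that returns resident proteins to the endoplasmic reticulum, followed at -2.18, and Rcn3, a calcium-binding protein of the same compartment, stood at -1.76. Inhba, the βA subunit of activin, had a log2 ratio of -1.86. Among genes of the extracellular matrix, Hapln1, which links hyaluronan to proteoglycans, stood at -1.70, and the secreted protein Crispld2 at -1.82. The other genes among the 10 lowest were Pex5l at -1.89, Dapl1 at -1.82 and the transcription factors Ovol2 at -1.72 and Glis1 at -1.67. On the other side, Meak7 had the highest log2 ratio, 2.47, from a signal of 29.8 to 164. It was followed by Hsd11b2, the enzyme that inactivates glucocorticoids, at 1.53 and by Egr1, an immediate early transcription factor, at 1.52. The ribosomal protein gene Rps27 had signals of 102 with AdV-EGFP and 285 with AdV-SPARC. Next came the antiviral deaminase gene Apobec3 at 1.38, the histone gene H2bc22 at 1.24 and the adhesion gene Tenm2 at 1.22. The probe sets of H2bc22 and Crispld2 are of a kind that can share probes between transcripts, so their values may not be specific to the gene. Gucy1a2, a subunit of soluble guanylate cyclase, stood at 1.21, Prr12 at 1.20 and the synaptic vesicle gene Sv2b at 1.18. Most of these genes had low signals, where the scatter is widest: at a filter set at the 75th percentile of signal in place of the median, 1 gene was 2-fold higher and 9 were 2-fold lower. At 1.5-fold in place of 2-fold, 189 genes were higher and 284 lower.

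**Figure D1:**
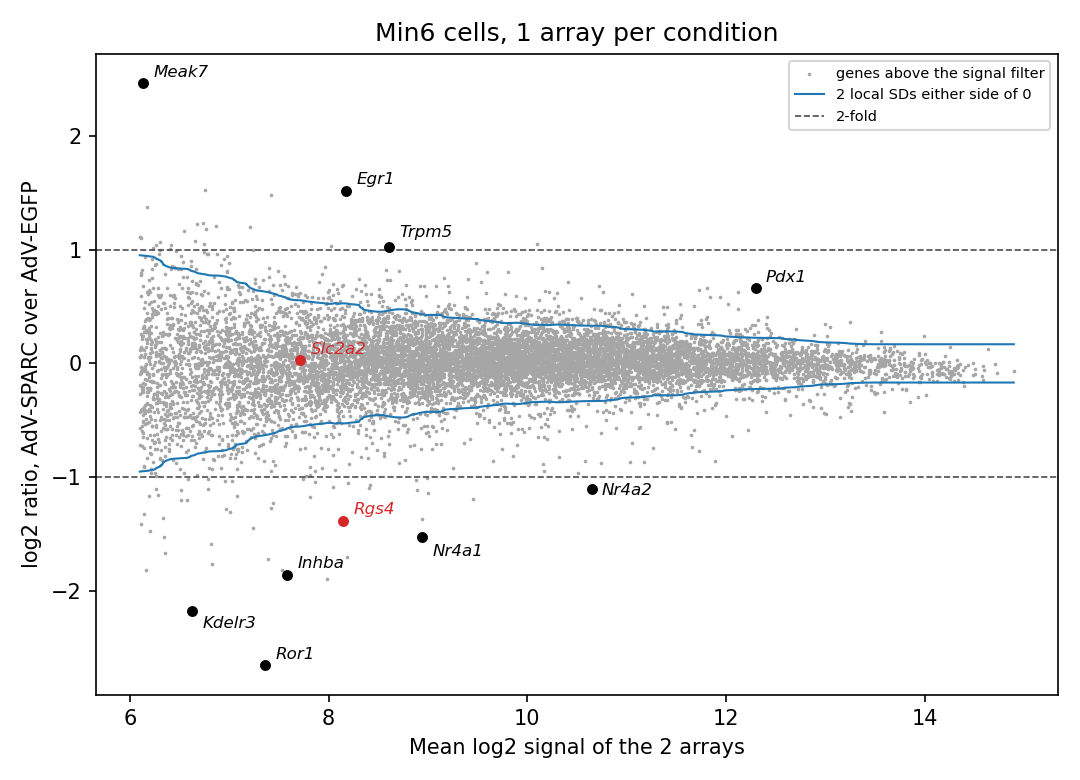
Log2 ratio of AdV-SPARC over AdV-EGFP (y axis) against the mean log2 signal of the 2 arrays (x axis) for the 10963 genes above the signal filter. Each point is a gene, dashed lines mark 2-fold, and blue lines mark 2 local SDs either side of 0 (running median over 300 genes); Rgs4 lies below the lower blue line at -1.38 and Slc2a2 lies between the blue lines at 0.03.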

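Rgs4, a regulator of G protein signaling that acts on Gq- and Gi-coupled receptors, had a lower signal in SPARC-overexpressing cells on each of its 3 probe sets. On the brightest, 1416286_at, the signal was 456 with AdV-EGFP and 175 with AdV-SPARC, which makes the AdV-EGFP signal 2.61 times the AdV-SPARC signal, a log2 ratio of -1.38 at a local SD of 0.27. Of the 1000 probe sets of like signal, 0.2% had a lower log2 ratio. Probe set 1416287_at stood at -1.02, and 1448285_at, whose signal lies under the filter, at -1.40. Slc2a2, which encodes the glucose transporter Glut2, is measured by 1 probe set, 1449067_at. Its signal was 208 with AdV-EGFP and 212 with AdV-SPARC, a 1.02-fold value and a log2 ratio of 0.03 at a local SD of 0.28, and 41.8% of the probe sets of like signal had a higher log2 ratio. In a list of RGS proteins with 13 members above the filter, Rgs4 was the 1 member at least 1.5-fold lower and none was as much higher. Rgs5 was next at -0.51, while Rgs12 stood at 0.25 and Rgs9 at 0.24, and the median of the list was 0.0034 (percentile 50.2). That median was -0.14 with no filter (19 members, percentile 7.57) and at the stricter filter (5 members without Rgs4, percentile 4.37). The list of muscarinic receptor and Gq signaling, with 18 members above the filter, had a median of 0.08 (percentile 91.8). Its highest members were the protein kinase C genes Prkce at 0.47 and Prkcz at 0.41, and its lowest were the calcium release channel genes Ryr2 at -0.61, the 1 member past 1.5-fold though within 2 local SDs of 0, and Itpr2 at -0.34. Chrm3, the M3 receptor, was near the floor, with signals of 5.98 and 1.16, and its ratio cannot be read.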

To study the changes of gene expression induced by overexpression of SPARC, we conducted cDNA microarray in Min6 cells overexpressing SPARC using Affimetrix mouse cDNA chip and found down-regulation by SPARC of RGS-4 mRNA to 2.6-folds compared to AdV-EGFP-infected Min6 cells (Fig. 3A); SPARC also induced Glut2 by twofold as shown in Fig. 3A. The detailed cDNA microarray data can be downloaded in the NCBI GEO site shown below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155496.

**Figure 3:**
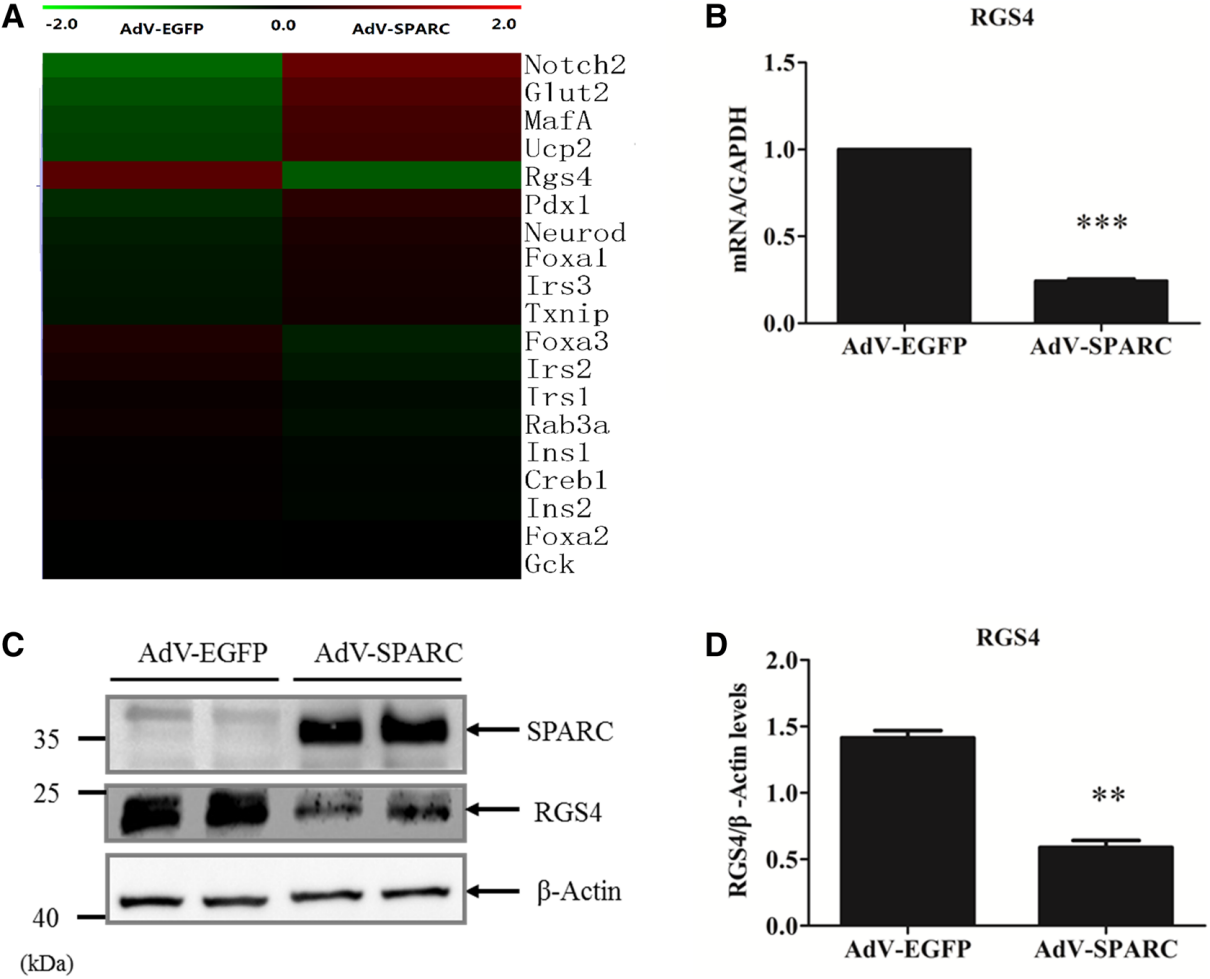
Overexpression of SPARC down-regulates RGS4 mRNA and protein in Min6 cells. Min6 cells were infected with AdV-EGFP or AdV-SPARC for 24 h. (**A**) mRNAs were prepared from AdV-EGFP and AdV-SPACR treated Min6 cells and were subjected to cDNA microarray. The microarray data measuring relative expression of selected genes were shown in the heat map. (**B**) RGS4 mRNA was downregulated by overexpression of SPARC in Min6 cells. The cells were harvested for RNA preparation. RT-qPCR was performed to determine RGS4 mRNA levels after SPARC overexpression. (**C**) The cell lysates were subjected to Western blotting with anti-SPARC antibody or anti-β-actin antibody, and SPARC protein was shown to be overexpressed. The cell lysates were also subjected to Western blotting with anti-RGS4 antibody, and the results showed down-regulation of RGS4 protein by overexpression of SPARC in Min6 cells. (**D**) Relative RGS4 protein levels were quantified and normalized with β-actin. Statistical significance was assessed by unpaired two-tailed Student’s t test. ** denotes *P* < 0.01, n = 3. *** denotes *P* < 0.001, n = 3.

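Of the genes in the heat map, 15 are described here, and Mafa, Ucp2 and Ins1 are not analysed here. All 14 of these 15 that the heat map shows as higher or lower had a log2 ratio of that direction, counting the brightest probe set of each. The heat map was drawn from the same microarray experiment, so the count is not independent evidence. The paper does not state how the genes were selected. Neurod1, a transcription factor of the insulin gene, had among the highest signals, 10118 and 10295, and log2 ratios of 0.03 and -0.03 on its 2 probe sets. Ins2, which encodes insulin, stood at -0.10 and Foxa2, in which the heat map shows no difference, at 0.02. The value of Ins2 comes from a probe set of a kind that can share probes between transcripts. Txnip, a glucose-induced inhibitor of thioredoxin, had log2 ratios of 0.24 and 0.31. Irs1, an adaptor of the insulin receptor, stood at -0.16. For Rab3a, a GTPase of secretory granules, the 2 probe sets went opposite ways, -0.23 on the brighter and 0.16 on the dimmer. Foxa3 at -0.49 and Irs3 at 0.33 had signals below the filter, and those of Irs3 were 1.13 and 1.43, next to the floor of 1. Neurod1, Ins2, Foxa2, Txnip, Irs1, Rab3a, Foxa3 and Irs3 each stood within 2 local SDs of 0 on every probe set. The transgene is human, and whether its RNA binds the mouse Sparc probes is not known here, so that they do not settle the labels. Rgs4 was lower on the array labelled AdV-SPARC, as the paper reports for RGS4 mRNA by RT-qPCR and for the protein. All 3 Sparc probe sets lay below the filter. One of them had signals of 2.18 with AdV-EGFP and 50.9 with AdV-SPARC, a log2 ratio of 4.54, and another went the opposite way at -3.45, both beyond 2 local SDs, while the last stood at 0.55. Among the 15 genes, Rgs4 and Pdx1 were the 2 above the filter with a difference of at least 1.5-fold.

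**Figure D2:**
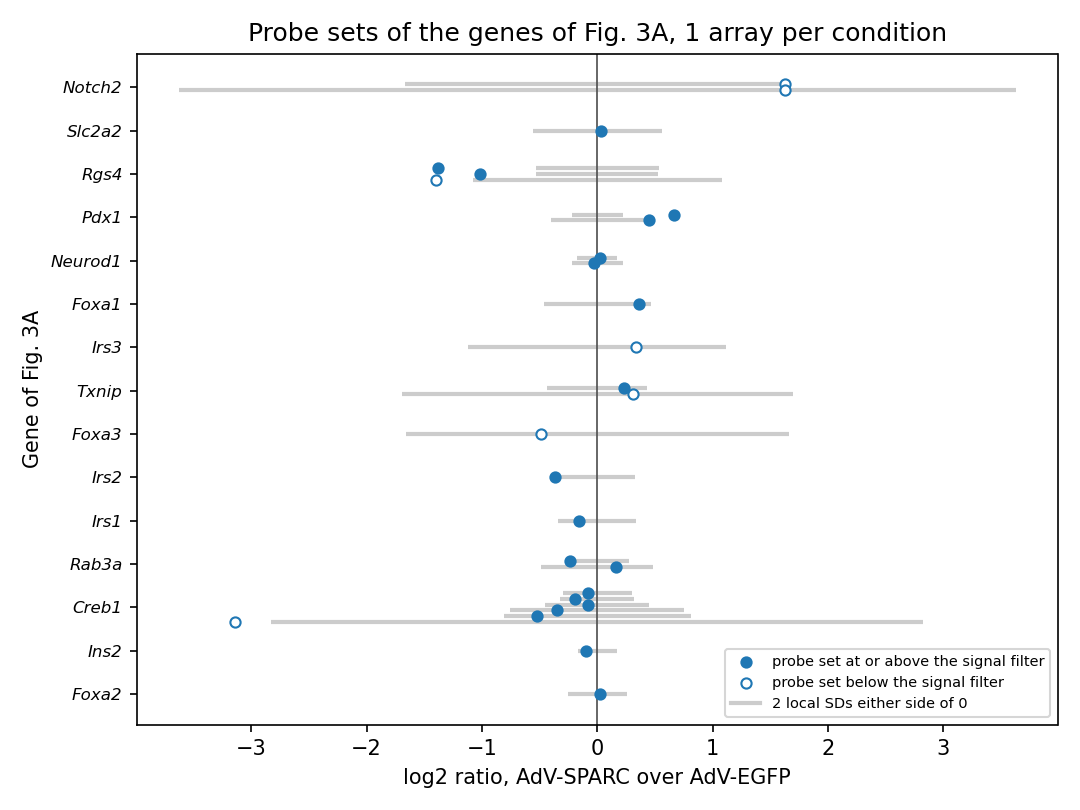
Log2 ratio of AdV-SPARC over AdV-EGFP (x axis) for each probe set of the 15 genes of Fig. 3A described here (y axis). Each point is 1 probe set on 1 pair of arrays, filled at or above the signal filter and open below it, with a grey bar of 2 local SDs either side of 0; the 3 points of Rgs4 lie to the left of their bars and that of Slc2a2 lies inside its bar.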

Since RGS4 is a known negative regulator of insulin secretion through inhibition of muscarinic M3 receptor-G(q) protein coupling in β cells, we further investigated the effect of SPARC overexpression and loss of sparc on RGS4 expression. To confirm the microarray data, we overexpressed SPARC in Min6 cells and analyzed the mRNA expression levels on some of those genes shown in microarray heatmap (Fig. 3A) by RT-qPCR. As shown in Supplemental Fig. 2A, overexpression of SPARC in Min6 cells induced up-regulation of Glut2 mRNA expression. Glut2 protein has been shown to be reduced in the islets from sparc−/− mice^22^. Meanwhile, although expression levels of several other β-cell genes were altered in microarray data, these changes were not confirmed by RT-qPCR experiment (Fig. S2A). 

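Of the other genes measured by RT-qPCR, Pdx1, the homeobox transcription factor of β cells, had the clearest difference on the arrays. Its signal was 4002 with AdV-EGFP and 6325 with AdV-SPARC, a log2 ratio of 0.66 at a local SD of 0.11, and its second probe set stood at 0.45. Irs2, the insulin receptor substrate tied to β-cell survival, stood at -0.37 at a local SD of 0.17. Foxa1, a forkhead transcription factor, stood at 0.36 at a local SD of 0.23. Notch2 had the highest log2 ratios, 1.63 and 1.63. Its brighter probe set had signals of 16 and 49.6, below the filter, where the local SD was 0.83. Creb1, the cAMP-responsive transcription factor, had log2 ratios from -0.53 to -0.08 on the 5 of its 6 probe sets above the filter, and -3.14 on a probe set at the floor with AdV-SPARC. Mafa and Ucp2 are not analysed here. Among 16 transcription factors of β cells above the filter, 12 had a log2 ratio above 0, and the median was 0.21 (percentile 100). Pdx1 was the 1 member at least 1.5-fold higher and the orphan nuclear receptor Nr4a1, at -1.53, the 1 member at least 1.5-fold lower, and Glis3 was the next lowest at -0.14. Without the members that are in Fig. 3A, a choice made after the data were seen, the median of the other 12 stood at percentile 99.96; at the stricter filter, with 13 members, it was 0.08 (percentile 94.4). Of 17 genes of insulin synthesis and the secretory granule, the granule peptide gene Vgf was at least 1.5-fold lower, at -0.59, and none was as much higher. The prohormone convertase gene Pcsk1 stood at -0.44, Ptprn2 at 0.18 and Scg5 at 0.15, with a median of -0.05 (percentile 10). None of 21 genes of exocytosis differed by 1.5-fold (median -0.03, percentile 15.7). Sytl4, the granule protein granuphilin, was the highest at 0.58, before Doc2b at 0.44, and Cplx2 at -0.34 and Cadps at -0.29 were the lowest. Among 14 genes of glucose sensing and ion channels (median 0.04, percentile 72.7), the cation channel gene Trpm5 stood at 1.02 and the calcium channel gene Cacna1a at 0.62, both over 1.5-fold higher though Cacna1a lay within 2 local SDs of 0, and the potassium channel gene Kcnk16 at -1.10 was over 1.5-fold lower. Kcnma1 stood at -0.23. The median of this list was 0.13 at the stricter filter (6 members, percentile 94.9) and 0.11 with the mean of all probe sets (percentile 95.2). The paper states that RT-qPCR did not bear out the array changes of several other β-cell genes (Fig. S2A). It does not report RT-qPCR for the further members of these lists. The paper followed RGS4, which it describes as a brake on muscarinic M3 receptor signaling through Gq.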

We confirmed that overexpression of SPARC in Min6 cells induced down-regulation of RGS4 mRNA (Fig. 3B) and protein (Fig. 3C,D).

### Up-regulated RGS4 protein in pancreatic islets in *sparc* −/− mice

We reasoned that if SPARC inhibits RGS4 expression, knockdown of SPARC would increase RGS4 expression. As shown in Fig. 4A , treatment with siRNA against *sparc* gene transcripts reduced SPARC expression by 60% in Min6 cells (Fig. 4A), and the reduction of SPARC resulted in the increase in RGS4 expression by 2.5-fold (Fig. 4A,B).

**Figure 4:**
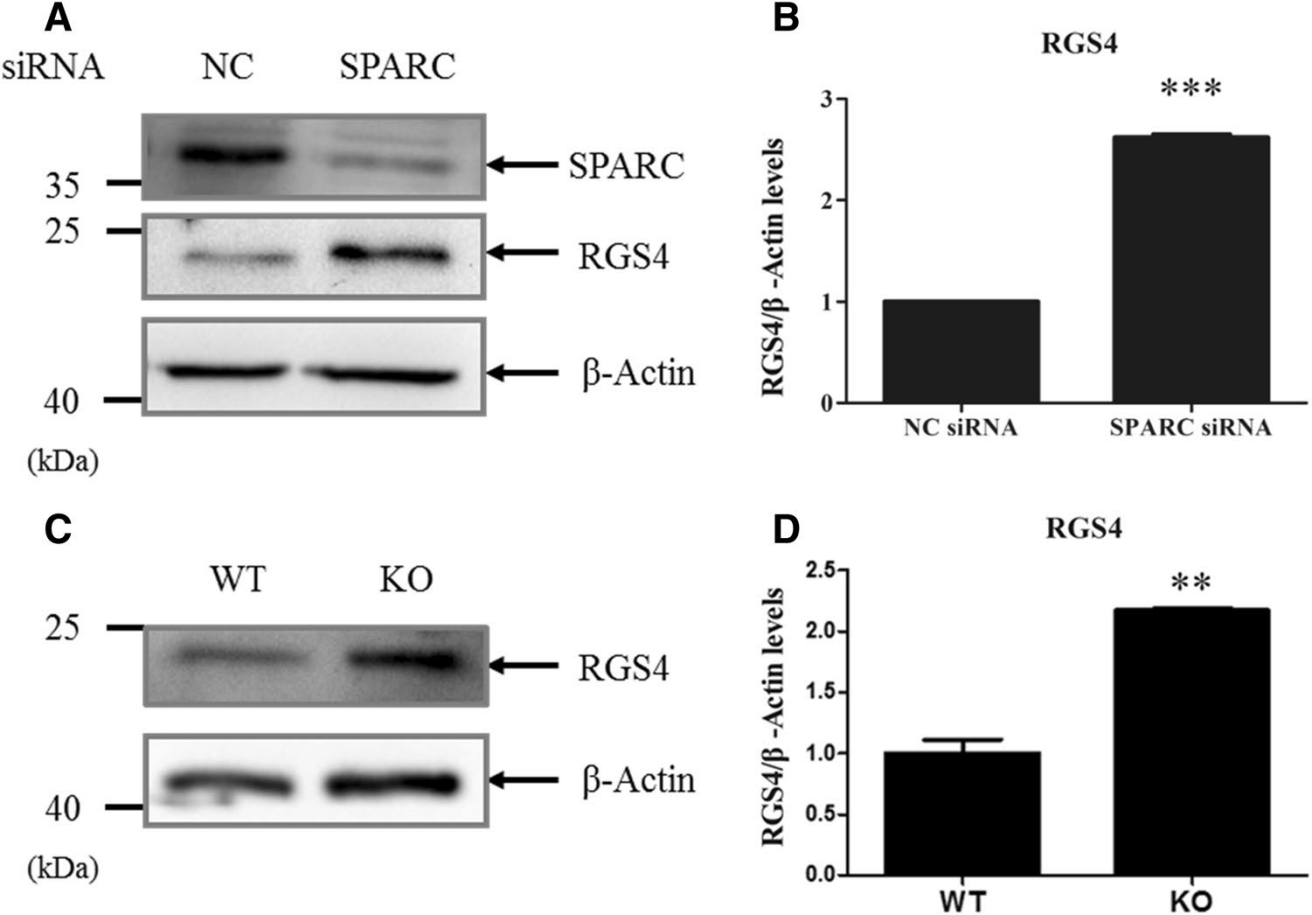
Knocking down of SPARC with siRNA in Min6 cells up-regulated RGS4 mRNA, and loss of *sparc* up-regulated RGS4 protein in isolated islets. Min6 cells were transfected with SPARC siRNA and cultured for 48 h. (**A**,**B**) The cell lysates were subjected to Western blotting with anti-SPARC antibody or anti-β-actin antibody (**A**). (**B**) Relative RGS4 levels were quantified and normalized with β-actin. *** denotes *P* < 0.001, n = 3. Statistical significance was assessed by unpaired two-tailed Student’s t test. (**C**,**D**) Up-regulation of RGS4 protein in the islets of *sparc* −/− mice. Mouse islets were isolated from WT or *sparc* −/− mice and subject to Western blot analysis of RGS4 protein (**C**). Average RGS4 levels from two experiments were quantified and normalized to β-actin levels (**D**). ** denotes P < 0.01, n = 3.

To further corroborate the siRNA result in Fig. 4A,B, we also examined the effect of loss of *sparc* gene on expression of RGS4 protein in the islet of *sparc* −/− mice. We isolated islets from wild type (WT) and *sparc* −/− mice, performed Western blot analysis and found that RGS4 protein levels were also up-regulated in the islets of *sparc* −/− mice (Fig. 4C,D). Consistent with the findings above, we found that up-regulation of RGS4 mRNA and down-regulation of Glut2 mRNA expressions in the islet of *sparc* −/− mice compared to WT mice (Fig. S2B).

### SPARC down-regulates RGS4 partially through activating Phosphoinositide 3-kinase and AKT signaling pathway

If SPARC down-regulates RGS4, we would expect SPARC to enhance insulin signaling. The results showed that overexpression of SPARC in Min6 cells induced AKT 473 phosphorylation (Fig. S3A,C), whereas knockdown of SPARC reduced AKT 473 phosphorylation (Fig. S3B,D).

To understand how SPARC might regulate RGS4 expression, we used LY294002, a selective inhibitor of PI3K, to treat Min6 cells. Consistent with the results in Fig. 3C and Fig. S3A, the treatment of Min6 cells with recombinant SPARC protein induced AKT 473 phosphorylation and down-regulation of RGS4 protein (Fig. 5A–C). LY-294002 at 10 μM significantly decreased p-AKT (S473) expression levels and up-regulated RGS4 protein levels in Min6 cells (Fig. 5A–C). Furthermore, LY-294002 abolished induction of AKT 473 phosphorylation and of down-regulation of RGS4 protein by SPARC (Fig. 5A–C). Meanwhile, the changes of total AKT protein levels were not significant in either treatment. The data suggested that the activation of PI3K by SPARC played a role in down-regulation of RGS4 expression. Taken together, these results indicated that in Min6 cells, SPARC down-regulated RGS4 expression levels at least partially through activating PI3K signaling pathway.

**Figure 5:**
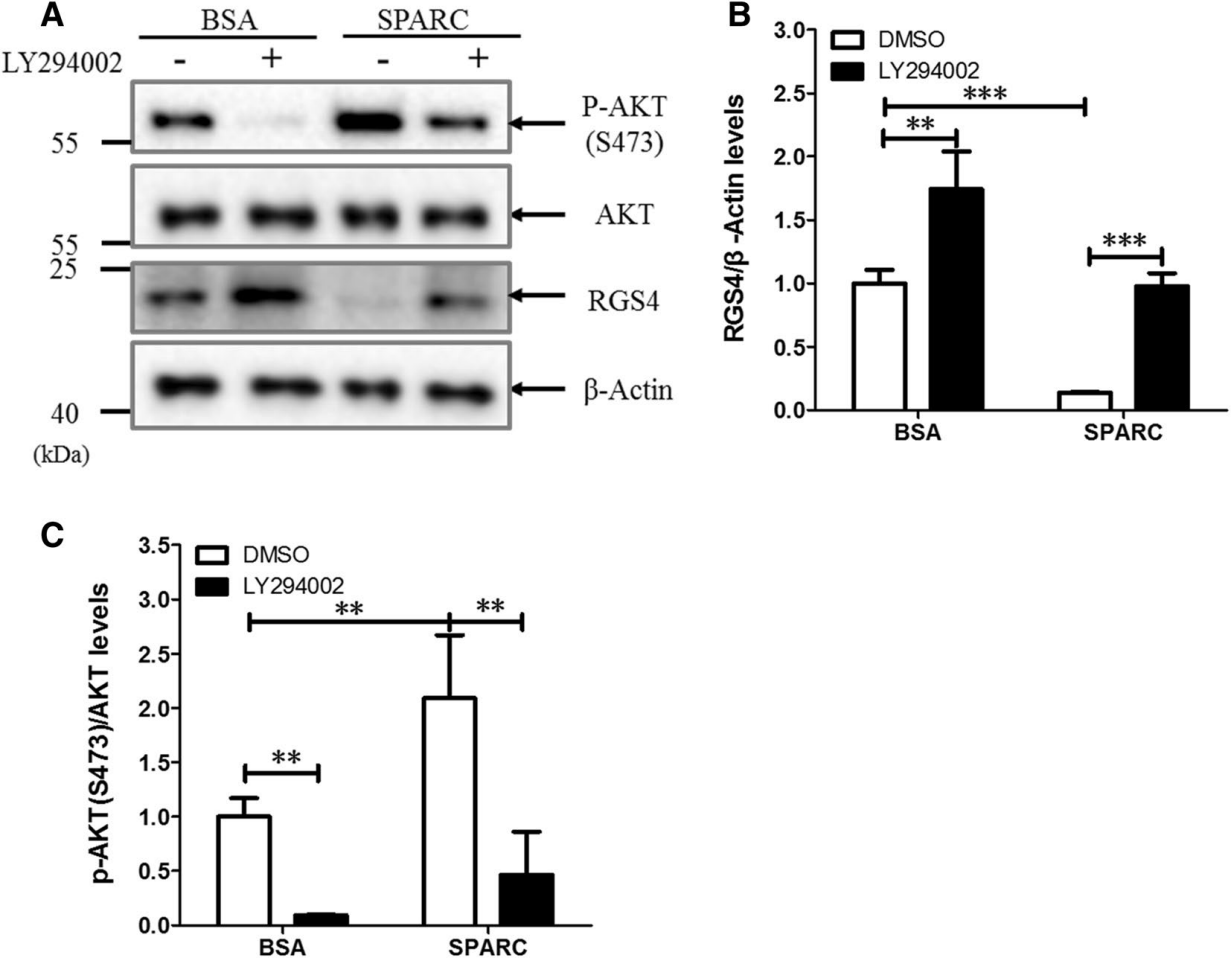
SPARC-induced AKT phosphorylation and RGS4 down-regulation in Min6 cells is abolished by PI3 kinase inhibitor LY-294002. (**A**) SPARC-induced RGS4 downregulation was blocked by PI3K inhibitor. Cultured Min6 cells after serum starvation for 12 h were pretreated with the PI3K inhibitor LY-294002 (10 μM) for 1 h before treatment with or without recombinant SPARC (1 µg/ml) for 12 h followed by Western blot analysis with the indicated specific antibodies. Down-regulation of RGS4 by SPARC protein was abolished by LY-294002 (**B**). Lower panel was ratio of p-AKT S473 /total AKT quantified from three experiments (**C**). ** denotes *P* < 0.01, n = 3. *** denotes *P* < 0.001, n = 3. Statistical significance was assessed by unpaired two-tailed Student’s t test.

### Impaired insulin secretion in isolated islets of *sparc* −/− mice

To directly assess effect of SPARC on β-cell function, we carried out in vitro culture on isolated islets. First, to directly test the function of SPARC in β cells, we measured insulin secretion under static incubation conditions by isolated islets obtained from WT and *sparc* −/− mice. As seen in Fig. 6A, the islets isolated from *sparc* −/− mice demonstrated significantly lower insulin secretion compared to those of WT mice in response to both high glucose and Oxo-M stimulation. Taken together, these data indicated that SPARC was necessary for normal insulin secretory function in response to glucose and Oxo-M in vitro in mouse β cells.

**Figure 6:**
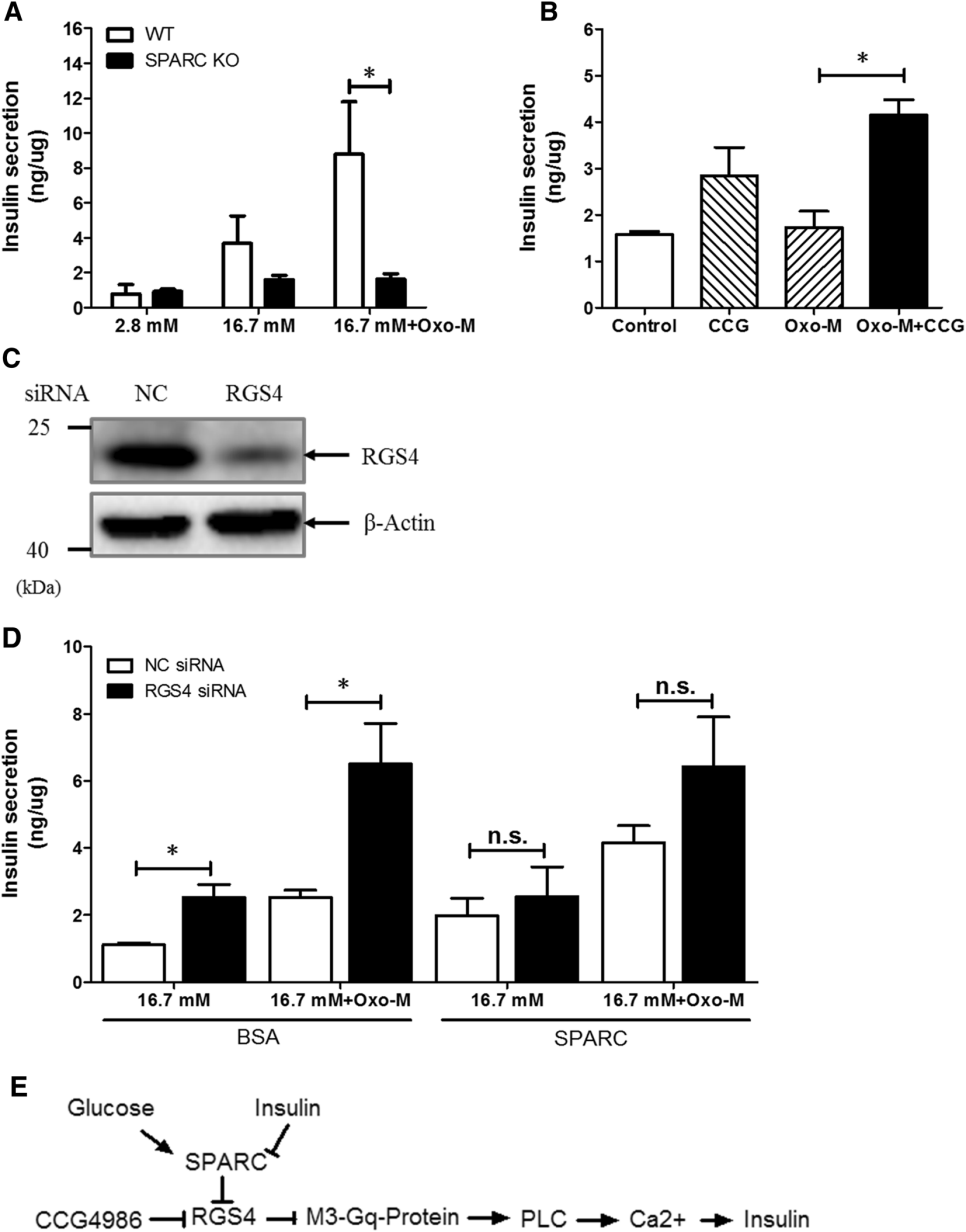
RGS4 inhibitor CCG4986 restored insulin secretion in islets of *sparc* −/− mice. (**A**) Mouse islets were isolated from WT or *sparc* −/− mice. The isolated islets were cultured for 16 h in RPMI1640 with 11 mM Glucose and 10% FBS. The WT or *sparc* −/− islets were incubated for 1 h in 2.8 mM glucose, then the medium was changed to 16.7 mM glucose, 16.7 mM glucose with Oxo-M, 100 µM in Krebs Ringer Bicarbonate buffer for 1 h. The supernatants were collected for insulin assay. Shown were the levels of insulin secretion normalized to total protein concentrations. * denotes *P* < 0.05, n = 3. Statistical significance was assessed by unpaired two-tailed Student’s t test. (**B**) *sparc* −/− mouse islets were incubated for 1 h in 2.8 mM glucose, and then the medium was changed to 16.7 mM glucose, 16.7 mM glucose with Oxo-M, 100 µM, or 16.7 mM glucose + CCG4986, 100 µM, or 16.7 mM glucose, Oxo-M, 100 µM, CCG4986, 100 µM. The supernatants were collected, and insulin was measured. Shown were the levels of insulin secretion normalized to protein concentration. * denotes *P* < 0.05, n = 3. Two-way ANOVA followed by Tukey's multiple comparisons test was used in statistical analysis. (**C**,**D**) Min6 cells were transfected with RGS4 siRNA and cultured for 48 h. The cell lysates were subjected to Western blotting with anti-RGS4 antibody or anti-β-actin antibody (**C**). (**D**) After being transfected with RGS4 siRNA for 48 h, groups of Min6 cells were then incubated with 16.7 mM glucose, or 16.7 mM glucose and 100 µM Oxo-M in the presence or absence of recombinant SPARC, 1 µg/ml for 1 h. The supernatants were collected, and insulin was measured. Shown were the levels of insulin secretion normalized to protein concentration. n.s. denotes *P* > 0.05, n = 3. * denotes *P* < 0.05, n = 3. Statistical significance was assessed by unpaired two-tailed Student’s t test. (**E**) The graph schematically outlined a potential novel mechanism for the regulation of insulin secretion by SPARC. Increased SPARC inhibited RGS4 expression, which, in turn, would result in increased M3 receptor / G-protein coupling, leading to increased insulin secretion in β cells.

### Inhibition of RGS4 in cultured islets from *sparc* −/− mice restores Oxo-M- stimulated GSIS

To verify that increased RGS4 in *sparc* −/− mice is linked to impaired GSIS, we inhibited RGS4 function by administering CCG4986, a specific RGS4 inhibitor, in cultured islets isolated from *sparc* −/− mice. In islets of *sparc* −/− mice, both 16.7 mM high glucose and high glucose plus Oxo-M agonist did not induce GSIS (Fig. 6A). However, RGS4 inhibitor CCG4986 restored high glucose and Oxo-M-induced GSIS (Fig. 6B). CCG4986 increased insulin secretion by threefold, compared with control DMSO under high glucose plus Oxo-M condition. Furthermore, in order to confirm that SPARC regulates insulin secretion primarily through RGS4, we used siRNA against *rgs4* gene transcripts to knockdown RGS4 expression. As shown in Fig. 6C, treatment with siRNA reduced RGS4 expression by 80% in Min6 cells (Fig. 6C), and knockdown of RGS4 partially decreased the promoting effect of SPARC on oxotremorine-M stimulated insulin secretion (Fig. 6D). However, knockdown of RSG4 had no effect on KCl-stimulated insulin secretion (Fig. S4A). Taken together, these results suggested a potential pathway by which SPARC regulated insulin secretion through RGS4 (Fig. 6E).

## Discussion

In this study, we found that overexpression of SPARC inhibited RGS4 expression in Min6 cells; conversely, absence of SPARC increased RGS4 expression in the islets of *sparc* −/− mice. SPARC overexpression or exogenously administered recombinant SPARC increased muscarinic receptor agonist-stimulated insulin secretion. Here, we described a mechanism for regulating β-cell function through SPARC-RGS4 pathway (Fig. 6E). The impaired insulin secretion represents a primary β-cell defect because isolated islets from *sparc* −/− mice exhibited impaired GSIS compared to WT islets.

Harries et al. previously showed that SPARC is mostly expressed and secreted by adipose tissue and SPARC increases human islet insulin secretion^36^. Therefore, increased plasma SPARC in patients with obesity would play a role in induction of insulin secretion. Stable SPARC-expressing rat INS cell line also increases high glucose-stimulated insulin secretion, but the mechanism was not clear^36^. Our study in Min6 cell line and in isolated mouse islets showed that SPARC increased muscarinic receptor agonist-stimulated insulin secretion, suggesting that one of the mechanisms by which SPARC increases insulin secretion may be through suppression of RGS4 expression. RGS4 is one of seven members of the classic R4 RGS protein family that accelerate the intrinsic GTPase activity of Gαi/o and Gαq/11 family members. RGS4 inhibits the strength and duration of Gq signaling. In β-cells, RGS4 has been shown to negatively regulate insulin secretion through regulation of M3 receptor-G protein coupling^26^. During meals, acetylcholine is released from intra-pancreatic parasympathetic nerve endings and bound to M3 receptors on β cells, resulting in activation of PLCγ, IP3 and calcium release, and insulin secretion. We showed that increased SPARC expression inhibited RGS4 expression, which, in turn, would result in increased M3 receptor G-protein coupling and increased insulin secretion (Fig. 6E).

Our results were consistent with a recent study demonstrating that SPARC is necessary for insulin secretion in mouse β cells and that *sparc* −/− mice displayed glucose intolerance and diabetes in an age-dependent manner^22^. Moreover, Glucose transporter 2 (Glut2) expression in β cells is also reduced in *sparc* −/− mice^22^, which was in agreement with our cDNA microarray and RT-qPCR data showing induction of Glut2 by SPARC in Min6 cells (Fig. 3A and Fig. S2A). In mouse β cells, receptor-activated Gq leads to the sequential activation of ERK1/2 and IRS2 signaling and selective increases in the expression of islet genes involved in insulin synthesis (Ins2, Pcks1, and Pcks2), and Glut2, thus improving β-cell function^37^. In Rat INS1-M3 insulinoma cell line, M3 receptor–mediated activation of Gq leads to increased Irs2 expression via sequential activation of PLC (PLCβ), PKC, and ERK1/2^37,38^.

PI3K activation inhibits RGS4 mRNA and protein in rabbit colonic smooth muscle cells, which is reversed by PI3K inhibitor LY-294002^39^. We hypothesized that SPARC down-regulated RGS-4 expression through PI3K activation. Treatment of Min6 cells with LY-294002 blocked SPARC-induced down-regulation of RGS4 protein (Fig. 5A), demonstrating that PI3K pathway regulated RGS4 downregulation induced by SPARC in Min6 cells. Our study showed that SPARC increased AKT phosphorylation in Min6 cells (Fig. S3A), which is downstream of PI3K. Akt phosphorylation has also contributed to increased insulin secretion^40^. SPARC also activates the PI3K/AKT pathway to promote proliferation and metastasis in oral squamous cell carcinoma^41^, suggesting this pathway to be ubiquitous.

Our study suggested that it may be possible to use RGS4 inhibitors to increase insulin secretion. There are several RGS4 inhibitors that would be of interest to test if they can be used to increase insulin secretion. CCG4986 inhibits RGS4 function through the covalent modification of two spatially distinct cysteine residues on RGS4^42^. Our in vitro GSIS experiments showed that CCG4986 restored GSIS in the isolated islets of *sparc* −/− mice, suggesting that the potential mechanism of defective insulin secretion was due to upregulated RGS4.

RGS4 dysfunction has been linked to many diseases, including hypertension, schizophrenia, and Parkinson’s disease^43–45^. RGS4 is induced by IL-1β through activation of NF-κB, and RGS4 induction can in turn cause β-cell dysfunction by inhibiting insulin secretory machinery as exemplified before^46^. Our results suggested that increased RGS4 expression in *sparc* −/− β cells was mechanistically linked to a more chronic state of β-cell dysfunction. Since blood SPARC and insulin levels are increased in obesity and early type 2 diabetes^47^, our results also suggested the involvement of SPARC in islet adaptation to insulin resistance in humans by increasing muscarinic receptor-mediated insulin secretion. However, whether SPARC also downregulates RGS4 expression in human β-cells remains to be confirmed. Furthermore, SPARC receptor in β-cells remains to be identified.

In conclusion, we had identified a novel mechanism for SPARC to regulate insulin secretion by down-regulation of RGS4 expression and showed that SPARC played a role in the physiology of insulin secretion and in G-protein signaling in β cells. In the future, it will be interesting to learn whether SPARC can improve insulin secretion in patients with type 2 diabetes through RGS4 pathway.

## Supplementary information

Supplementary file1

# Supplementary material for: SPARC promotes insulin secretion through down-regulation of RGS4 protein in pancreatic β cells
**Source:** Sci Rep. 2020 Oct 16;10:17581. doi: 10.1038/s41598-020-74593-w
**Supplement:** Supplementary file 1 — Supplementary file1

# **SPARC promotes insulin secretion through down-regulation of RGS4 protein in pancreatic $\beta$ cells**

Li Hu<sup>1, 2, 3</sup>, Fengli He<sup>1, 2, 3</sup>, Meifeng Huang<sup>1, 2,3</sup>, Qian Zhao<sup>4</sup>, Lamei Cheng<sup>4</sup>, Neveen Said<sup>5</sup>, Zhiguang Zhou<sup>1, 2, 3</sup>, Feng Liu<sup>1, 2, 3, 6</sup>, and Yan-Shan Dai<sup>1, 2, 3, 7, 8</sup>

<sup>7</sup> Current Address: Bristol-Myers Squibb Company, Princeton, NJ, USA.

## Supplemental Figures

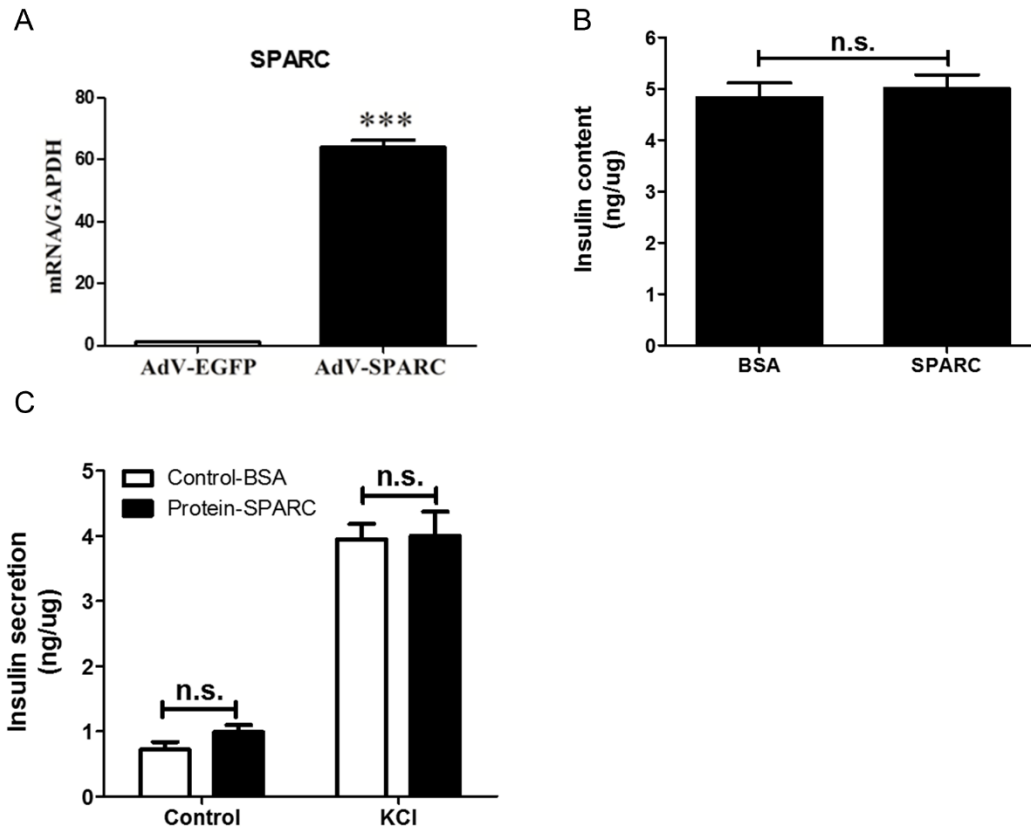

Supplemental Fig. 1.

(A) Isolated mouse islets were infected with AdV-EGFP or AdV-SPARC for 24 hours. Relative SPARC mRNA levels were quantified by RT-qPCR and normalized with GAPDH. \*\*\* denotes  $P < 0.001$ ,  $n=3$ . Statistical significance was assessed by unpaired two-tailed Student's *t* test. (B) Mouse islets were cultured in RPMI1640 medium with 11 mM glucose. Groups of islets were then incubated with Krebs Ringer Bicarbonate buffer and with 16.7 mM glucose and 100  $\mu$ M Oxo-M in the presence or absence of SPARC for 1 hour. The islet pellets in each group were lysed with acid-ethanol (0.18 M HCl in 75% ethanol) overnight at  $-20^{\circ}\text{C}$ , followed by centrifugation and supernatant collection. The insulin level in the supernatants was determined with insulin ELISA kit. Shown were the levels of insulin secretion normalized to protein concentration. Statistical significance was assessed by unpaired two-tailed Student's *t* test. n.s. denotes  $P > 0.05$ ,  $n=3$ . (C) Mouse islets were cultured in RPMI1640 medium with 11 mM glucose. Groups of islets were then incubated with Krebs Ringer Bicarbonate buffer and with 16.7 mM glucose in the presence or absence of recombinant SPARC, 1  $\mu$ g/ml, or 16.7 mM glucose and 40 mM KCl in the presence or absence of SPARC for 1 hour. The supernatants were collected, and insulin was determined with insulin ELISA kit. Shown were the levels of insulin secretion normalized to protein concentration. n.s. denotes  $P > 0.05$ ,  $n=3$ . Statistical significance was assessed by unpaired two-tailed Student's *t* test.

A

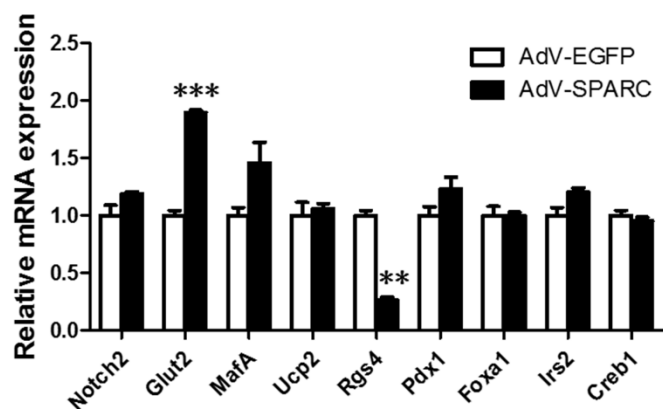

B

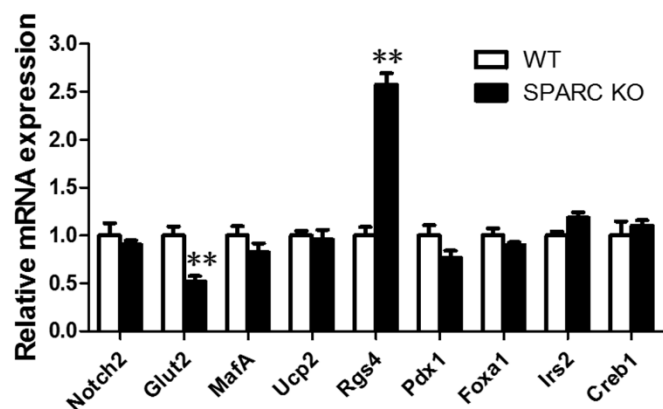

Supplemental Fig. 2.

(A) Min6 cells were infected with AdV-EGFP or AdV-SPARC for 24 hours. Total RNAs were prepared from AdV-EGFP and AdV-SPARC treated Min6 cells and were subjected to RT-qPCR and normalized with GAPDH. \*\* denotes  $P < 0.01$ ,  $n=3$ . \*\*\* denotes  $P < 0.001$ ,  $n=3$ . Statistical significance was assessed by unpaired two-tailed Student's t test. (B) Mouse islets were isolated from WT or *sparc*  $-/-$  mice and relative gene expression levels were quantified by RT-qPCR and normalized with GAPDH. \*\* denotes  $P < 0.01$ ,  $n=3$ . Statistical significance was assessed by unpaired two-tailed Student's t test.

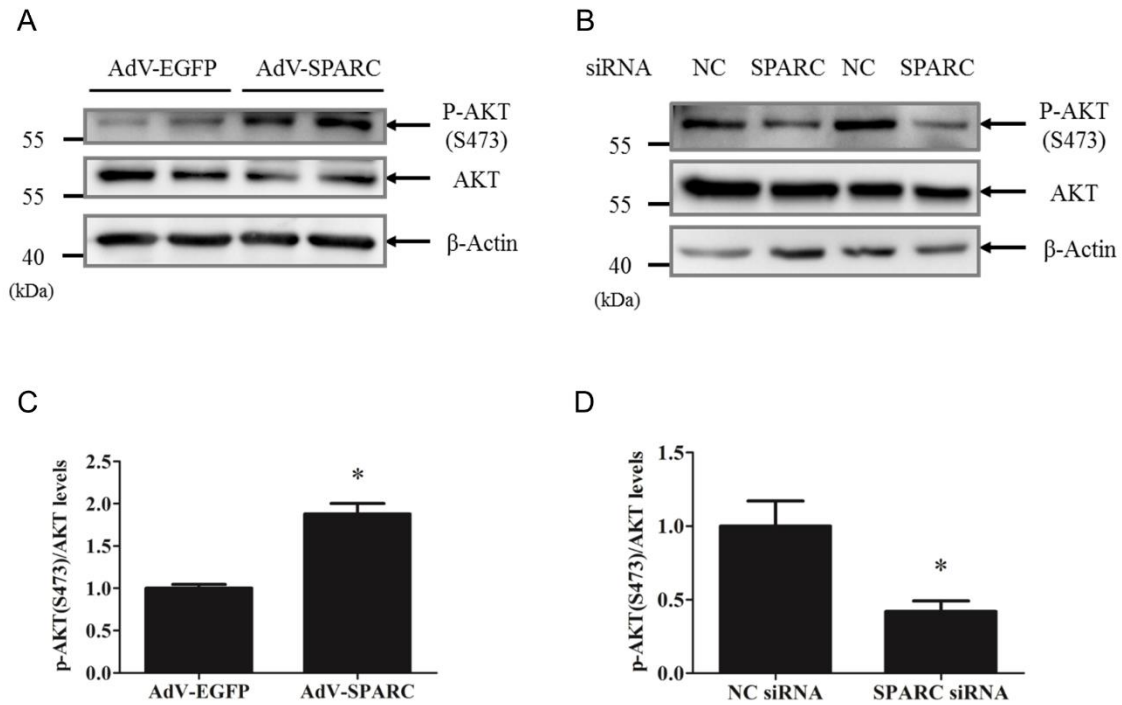

Supplemental Fig. 3.

(A, C) Overexpression of AdV-SPARC in Min6 cells increased AKT S473 phosphorylation. Min6 cells were infected with AdV-EGFP or AdV-SPARC for 24 hours. The cell lysates were subject to Western blotting with anti-p-AKT (473) or anti- $\beta$ -actin antibody. Lower panel was ratio of p-AKT S473 /total AKT quantified from three experiments (C). (B, D) Knocking down of SPARC in Min6 cells decreased AKT S473 phosphorylation. Min6 cells were transfected with SPARC siRNA and cultured for 48 hrs. The cell lysates were subjected to Western blotting with anti-p-AKT(S473) antibody or anti-beta-actin antibody (B). Lower panel was ratio of p-AKT S473 /total AKT quantified from three experiments (D). Statistical significance was assessed by unpaired two-tailed Student's t test. \* denotes  $P < 0.05$ ,  $n=3$ .

A

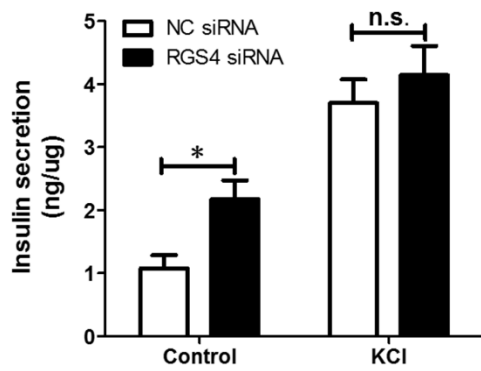

Supplemental Fig. 4.

(A) Min6 cells were transfected with RGS4 siRNA and cultured for 48 hours. Groups of Min6 cells were then incubated with Krebs Ringer Bicarbonate buffer with 16.7 mM glucose, or 16.7 mM glucose and 40 mM KCl for 1 hour. The supernatants were collected, and insulin was determined with insulin ELISA kit. Shown were the levels of insulin secretion normalized to protein concentration. n.s. denotes  $P > 0.05$ ,  $n=3$ . \* denotes  $P < 0.05$ ,  $n=3$ . Statistical significance was assessed by unpaired two-tailed Student's t test.

## Original imaging of the Western Blot gels

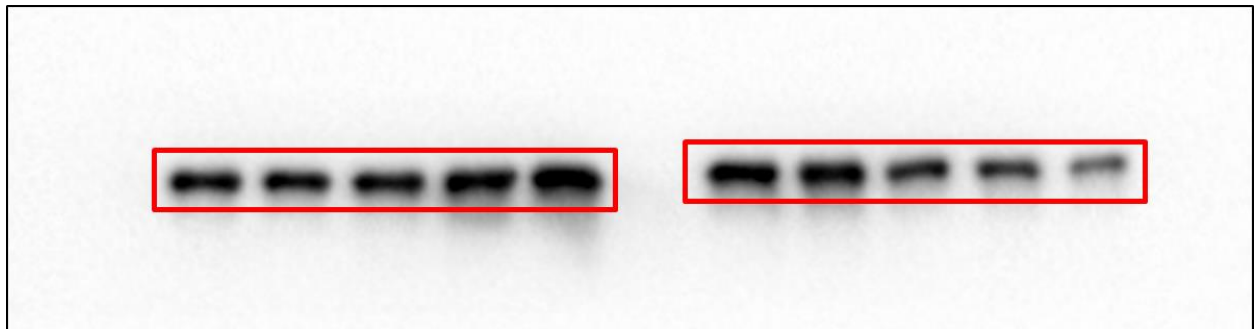

Full unedited gel for Figure 1A and 1C top, SPARC expression

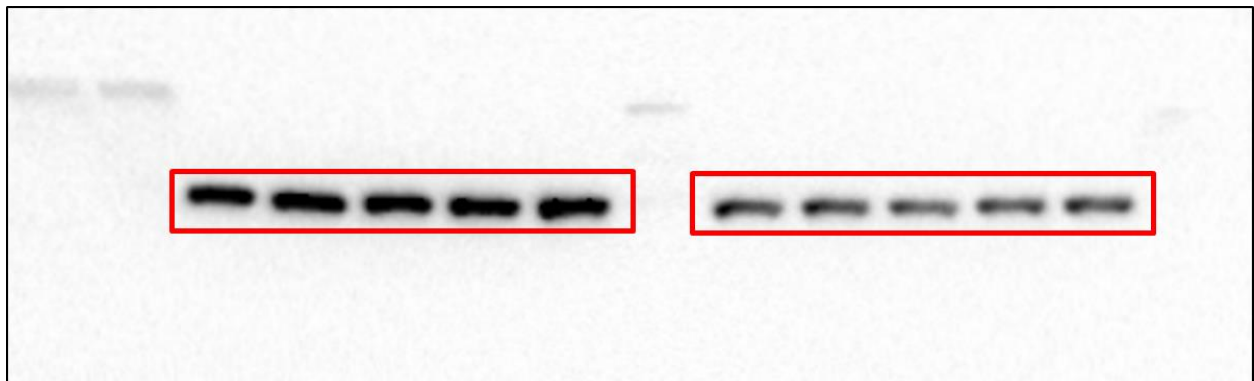

Full unedited gel for Figure 1A and 1C bottom,  $\beta$ -Actin expression

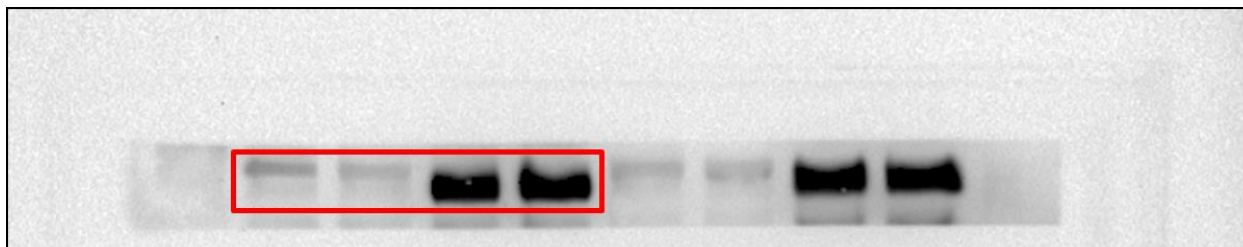

Full unedited gel for Figure 3C top, SPARC expression

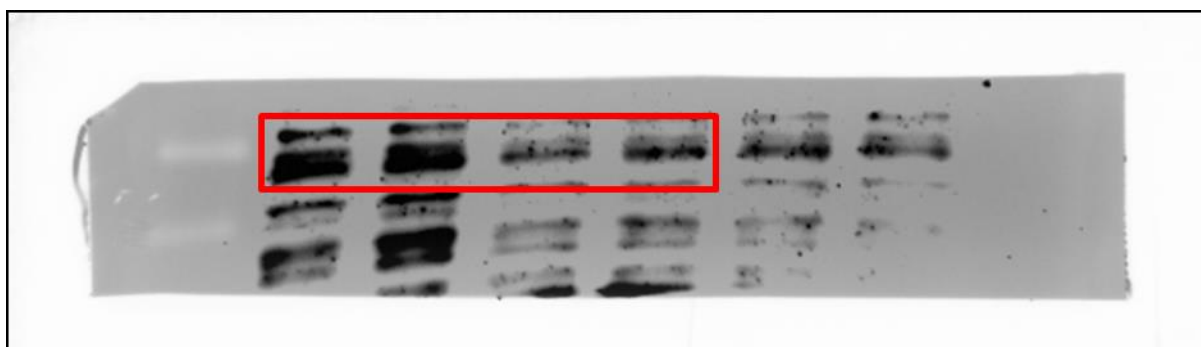

Full unedited gel for Figure 3C middle, RGS4 expression

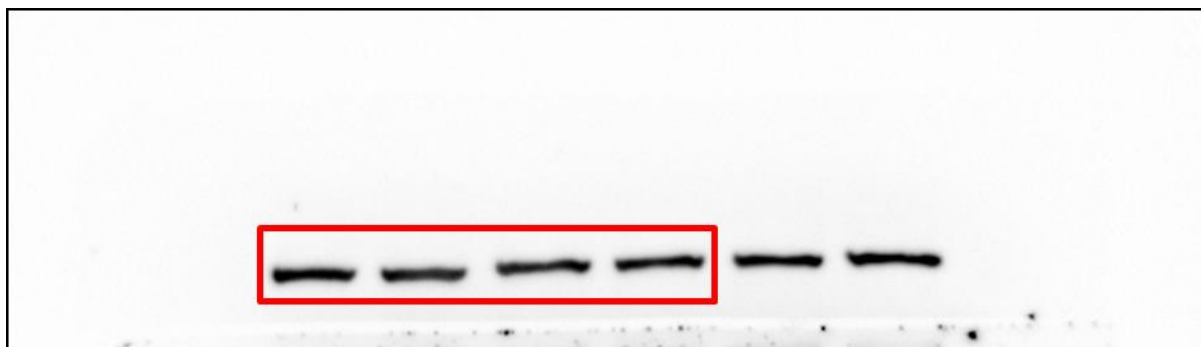

Full unedited gel for Figure 3C bottom,  $\beta$ -Actin expression

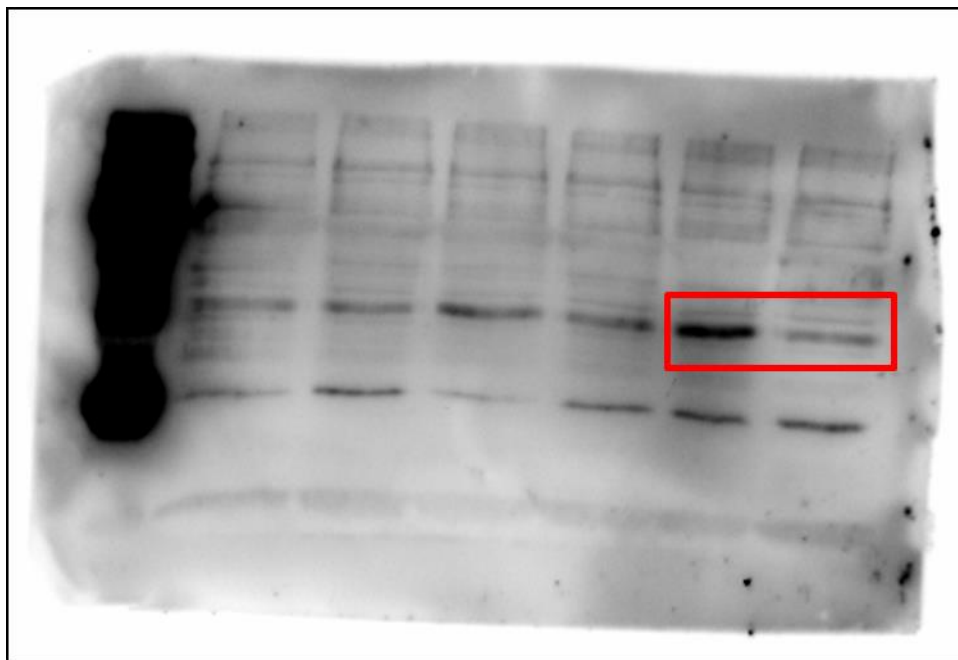

Full unedited gel for Figure 4A top, SPARC expression

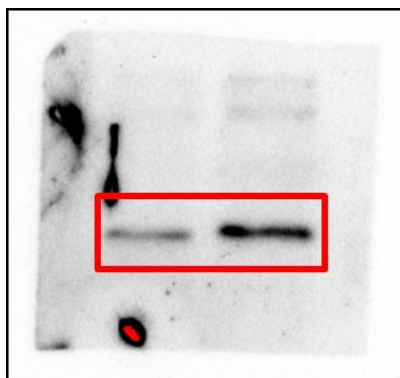

Full unedited gel for Figure 4A middle, RGS4 expression

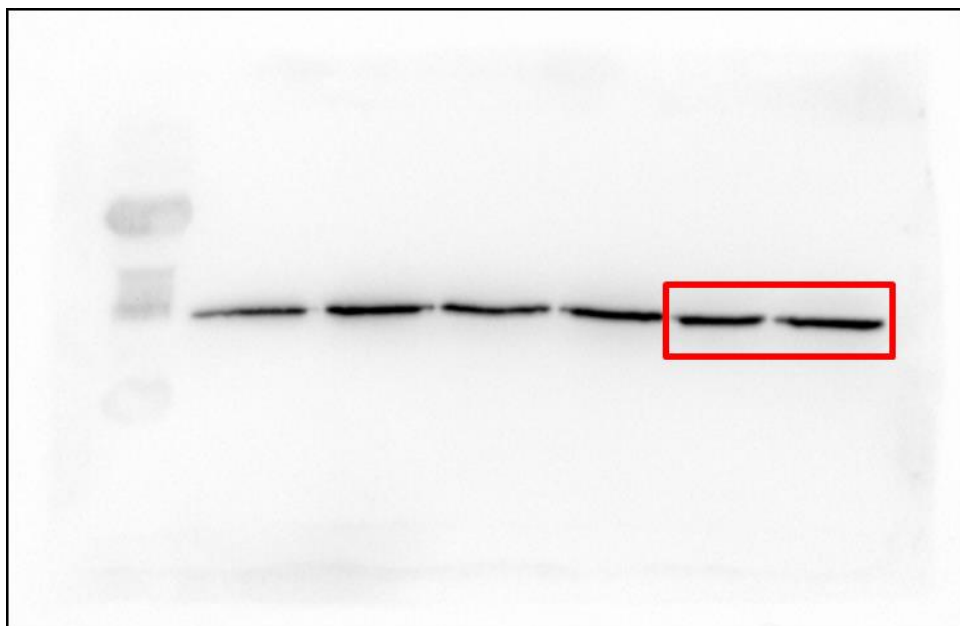

Full unedited gel for Figure 4A bottom,  $\beta$ -Actin expression

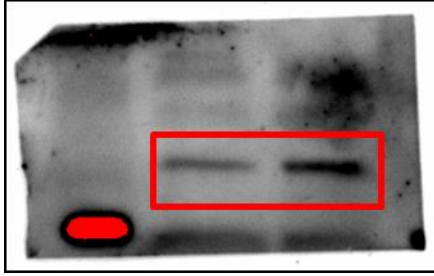

Full unedited gel for Figure 4C top, RGS4 expression

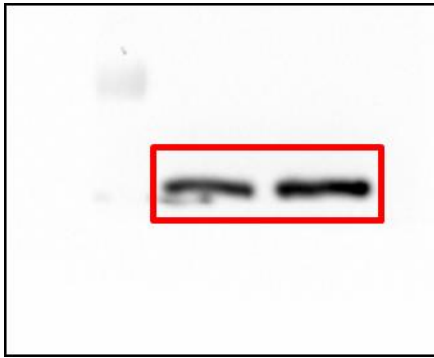

Full unedited gel for Figure 4C bottom,  $\beta$ -Actin expression

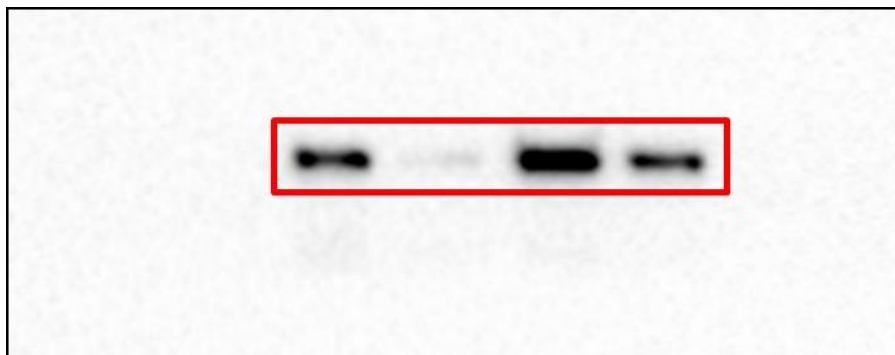

Full unedited gel for Figure 5A top, P-AKT (S473) expression

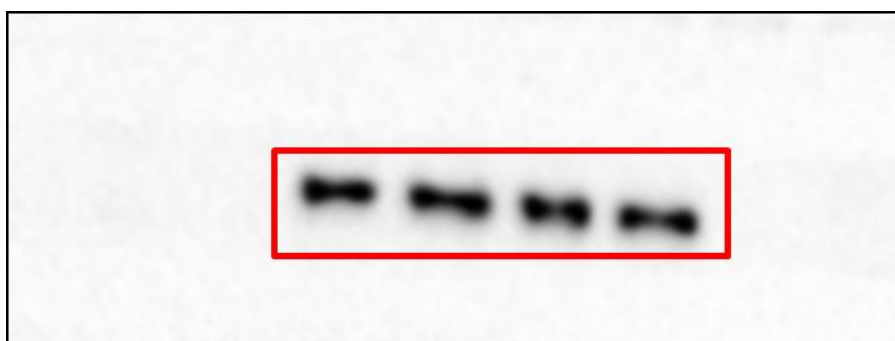

Full unedited gel for Figure 5A middle, AKT expression

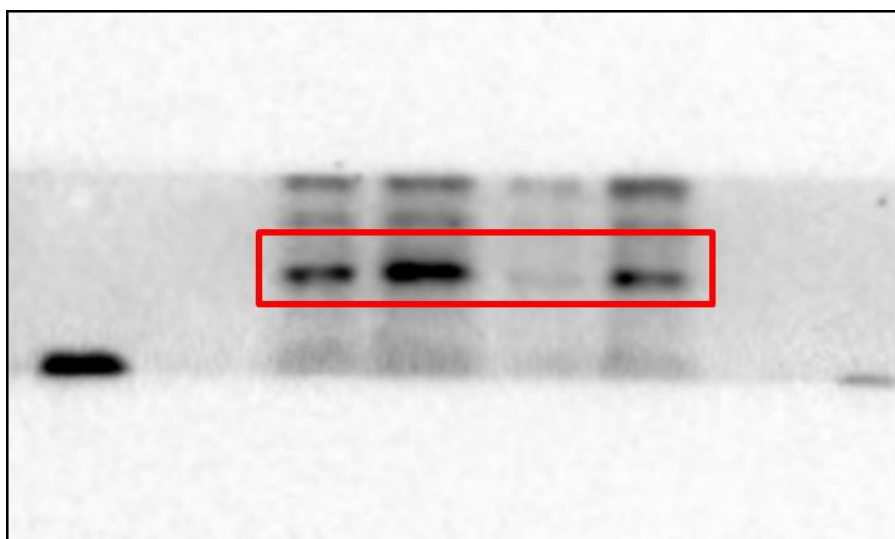

Full unedited gel for Figure 5A middle, RGS4 expression

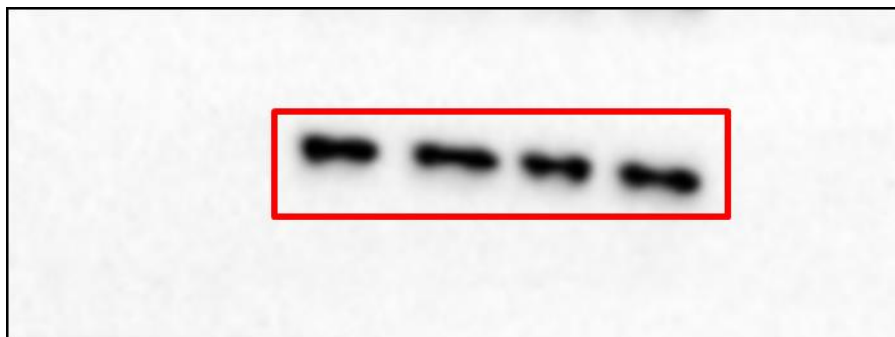

Full unedited gel for Figure 5A bottom,  $\beta$ -Actin expression

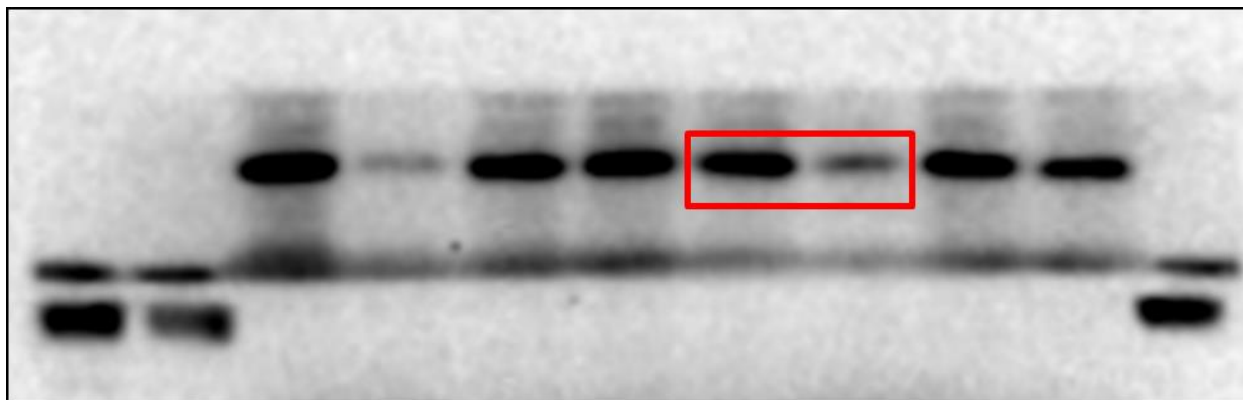

Full unedited gel for Figure 6C top, RGS4 expression

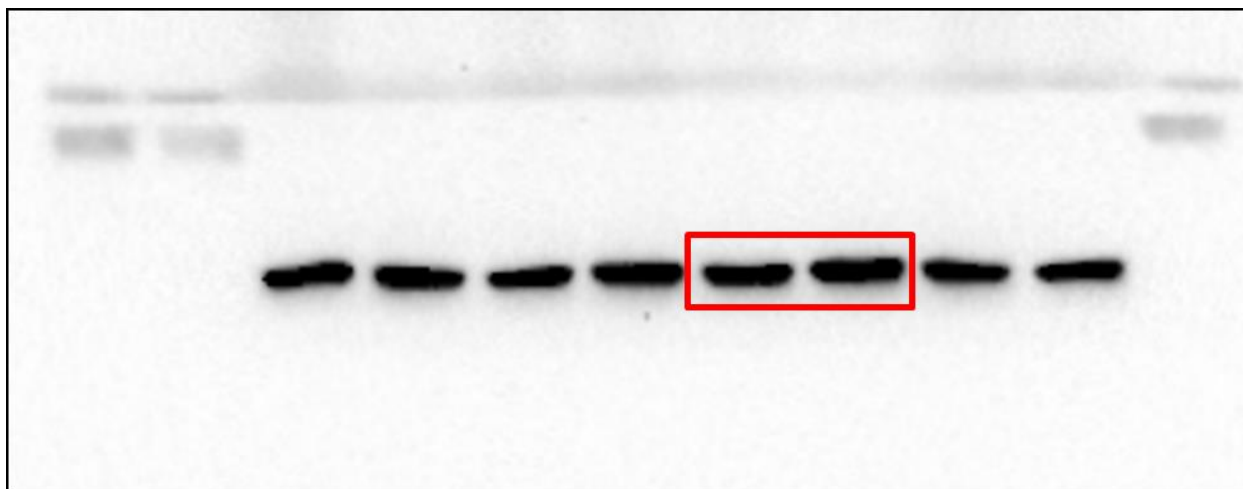

Full unedited gel for Figure 6C bottom,  $\beta$ -Actin expression

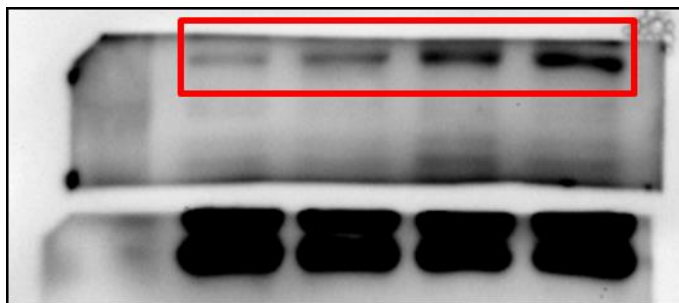

Full unedited gel for Supplemental Figure 3A top, P-AKT (S473) expression

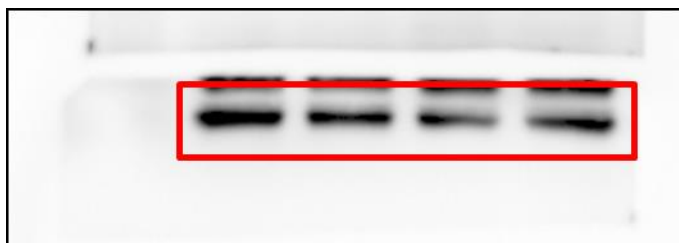

Full unedited gel for Supplemental Figure 3A middle, AKT expression

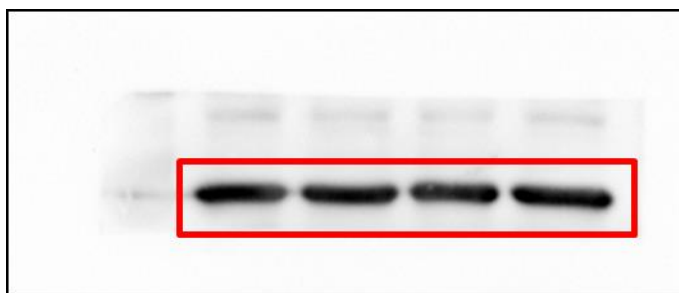

Full unedited gel for Supplemental Figure 3A bottom,  $\beta$ -Actin expression

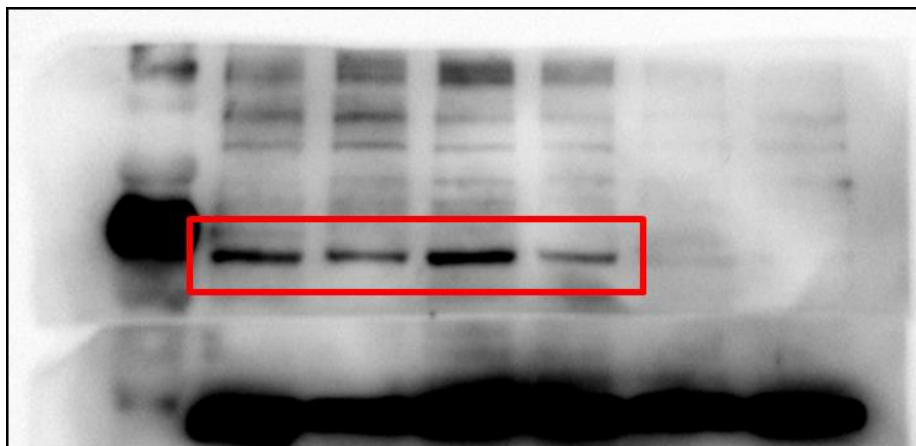

Full unedited gel for Supplemental Figure 3B top, P-AKT (S473) expression

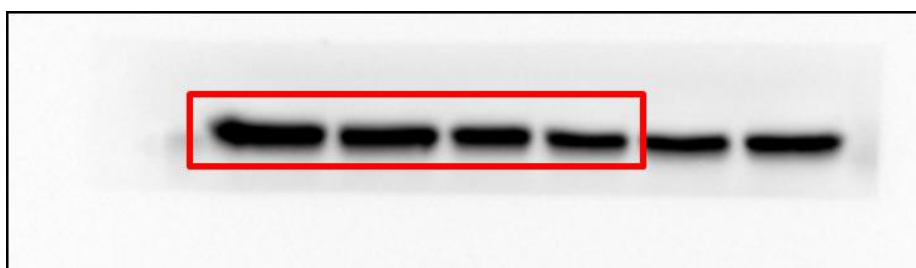

Full unedited gel for Supplemental Figure 3B middle, AKT expression

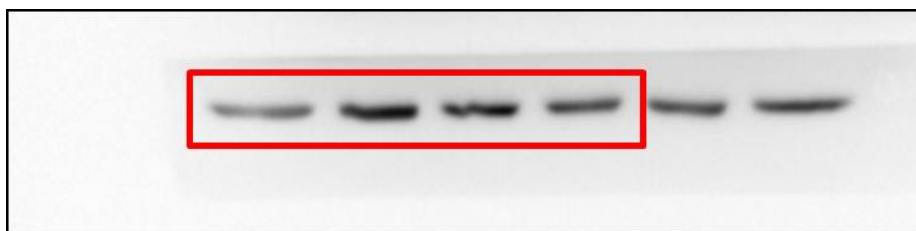

Full unedited gel for Supplemental Figure 3B bottom,  $\beta$ -Actin expression

How the deposited data were processed for this re-analysis (not part of the article)

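Gene expression was measured in Min6 cells infected with AdV-EGFP or AdV-SPARC, with 1 array per condition. The authors' deposited values are log2 signals made with MAS5, which the submitters' processing notes name with no version. MAS5 subtracts a mismatch signal from each probe, combines the probes of a probe set and multiplies each array by a factor to reach a target mean. The factor, the detection calls and the background settings are not given in the sources used here. Because low signals are kept after subtraction, log2 ratios of dim probe sets scatter widely, and values at the floor of 0 have no order. The Pearson correlation of the 2 arrays was 0.95 across 45037 probe sets and 0.99 across those above the signal filter, and probe sets are not independent replicates. The ratio of the 3' to the 5' control probe set, a sign of RNA quality, was 1.84 with AdV-EGFP and 1.77 with AdV-SPARC for Actb, and 0.85 and 0.88 for Gapdh.

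Probe sets were named through the platform annotation, with symbols updated through the gene identifiers of the RefSeq annotation of GRCm38.p6. Of 45037 probe sets without controls, 34945 had 1 gene, 932 had several and were not named, and 9160 are not listed and are unnamed here. Mafa, Ucp2, Ins1 and Pcsk2 have no named probe set and are not analysed here. No genome build is named for the values, so no coordinates are given.

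The log2 ratio of AdV-SPARC over AdV-EGFP was computed from the deposited signals as they stand. A gene took the probe set of highest mean log2 signal, and counts ran over genes at or above the median mean log2 signal of the probe sets. A gene counted as higher or lower at 2-fold, and a member of a list at 1.5-fold. No significance test between the conditions was run and no p-value is given, since 1 array per condition gives no estimate of the spread between cultures, and the number of arrays limits the precision. The local SD is the median absolute deviation, scaled to an SD, of the log2 ratios of the 1000 probe sets nearest in mean log2 signal. For a list with at least 5 members above the filter, the percentile of its median was taken among 10000 random lists of the same size, matched on mean log2 signal in 20 bins, as a description of these 2 arrays.

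The rule for named genes, set before the data were examined, took from the paper the genes of Fig. 3A, Sparc, and Chrm3, Pcsk1 and Pcsk2 of its discussion, and so not every gene it names. It also took the 10 largest log2 ratios in each direction above the filter without predicted transcripts, and in each list the highest and the lowest member above the filter, with a second pair where a list has 10 or more such members. The values of Rgs4 and Slc2a2 in the paper's text and the colours of Fig. 3A had been seen. The 28 gene lists cover β-cell transcription factors, insulin synthesis and granules, exocytosis, ion channels, RGS proteins, muscarinic and Gq signaling, insulin signaling, cAMP and CREB, immediate early genes, glycolysis, ChREBP targets, cholesterol synthesis, oxidative phosphorylation, the unfolded protein response, interferon, NF-kB and p53 targets, the cell cycle in a pair of lists, the Notch pathway, extracellular matrix, genes kept low in β cells, heat shock, housekeeping genes and markers of other cell types in 4 lists.

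The steps were tested on simulated data made from the arrays' own signals and shuffled log2 ratios of like signal, for AdV-SPARC against AdV-EGFP over 18193 genes. Of 100 genes with a planted 3-fold difference, 98% were recovered at 2-fold, and of 100 with a planted 4-fold difference, 99%. The planted genes lay above the filter, so these shares do not cover the dimmer genes among the 18193. Among 10738 genes with no planted difference 0.61% passed 2-fold. The shuffled ratios set this share, which is therefore no estimate of chance calls. On the arrays, 0.68% of the 10963 genes above the filter passed 2-fold. Among 200 lists with no planted difference 1.5% lay outside the central 95% of random lists. Shuffling removes any variation that genes of a list share, so this rate does not apply to lists of genes that vary together. The alternatives were median centring, a loess correction over a fraction of 0.3 of the probe sets, quantile normalization, a pseudocount of 15 (the 25th percentile of signals), no filter, a filter at the 75th percentile, the mean of a gene's probe sets, leaving out probe sets that can share probes between transcripts, and other sizes of fold. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.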

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

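The test of both cell cycle lists together and the limit of 4-fold for single genes were chosen after the results were seen. Apart from the genes of Fig. 3A among the β-cell transcription factors, the paper does not discuss the genes and lists that follow. With 24 lists given a percentile, about 1.2 would lie outside the central 95% of random lists if genes varied independently, and 5 did. Some lists share members, and genes of a pathway can vary together between dishes. With 1 array per condition the number expected from culture differences is unknown, so the 5 are not shown to exceed it. Since each condition has 1 array, none of these differences has a replicate check.

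The list of the G2/M phase and mitosis stood higher with AdV-SPARC, with a median log2 ratio of 0.19 (percentile 100), and 23 of its 26 members lay above 0. Bub1b, a kinase of the spindle checkpoint, was the highest at 0.46 and the condensin gene Ncapg next at 0.42, while Cenpf at -0.07 and Ccna2 at -0.04 were the lowest, and no member reached 1.5-fold. A scaling difference or a trend with signal is argued against, since the median after the loess correction was 0.19. A larger share of cycling cells that raises G1/S and G2/M genes by the same amount is argued against too, because the G1/S list had a median 0.22 below that of the G2/M list, past a limit of 0.08 from random lists. Leaving out probe sets that can share probes brought the medians closer, to 0.14 for G2/M and 0.0085 for G1/S. With the mean of all probe sets they were 0.15 and -0.04. A difference in cell density or cell cycle phase between the dishes, unrelated to SPARC, cannot be told apart from an effect of SPARC with 1 array per condition, and a change in the time spent in G2/M stays open as a hypothesis.

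The list of β-cell transcription factors, described beside the RT-qPCR genes, had a median of 0.21. For glycolysis the median was 0.094 (percentile 98.6), none of 17 members reached 1.5-fold, and the members farthest from 0 were Pfkl at 0.34 and Aldoa at 0.32 on the higher side and Slc16a1 at -0.41 and Eno2 at -0.10 on the lower. The glycolysis list lay inside the central 95% with loess, quantile normalization and the mean of all probe sets. Cholesterol synthesis had a median of -0.12 (percentile 0.2), with 16 of 19 members below 0, none past 1.5-fold, and Pmvk at -0.55 and Cyp51 at -0.32 as the lowest and Srebf2 at 0.23 and Tm7sf2 at 0.14 as the highest. For heat shock genes it was -0.12 (percentile 0.39), with 11 of 12 members below 0. Hspa1a was the 1 member at least 1.5-fold lower, at -0.61, before Hspb8 at -0.31, and Dnajb1 alone lay above 0, at 0.08. Single genes past 4-fold were Ror1 at -2.66, Kdelr3 at -2.18 and Meak7 at 2.47, each on 1 pair of arrays.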

How the results depend on the processing

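The alternatives that leave out the genes of Fig. 3A or the Nr4a genes from a list were added after the data were seen. Rgs4 stayed lower under each alternative that gives it a value, with log2 ratios from -1.39 to -1.27, and Slc2a2 stayed between 0.02 and 0.06. Both genes lie under the stricter filter and have no value there. Against 25 genes 2-fold higher and 50 lower, there were 1397 and 1597 with no filter, which lets in 18193 genes, 1 and 9 with the stricter filter, which keeps 6944 genes, 189 and 284 at 1.5-fold, 128 and 182 with the mean of all probe sets, and 12 and 36 with a pseudocount. For the mean of all probe sets and the pseudocount the cause was not tested. Of the genes counted at first, the mean of all probe sets shared 17 higher and 37 lower, and loess 25 and 45. Of the heat map genes with a direction, 8 remained to be counted at the stricter filter and all had the direction of Fig. 3A; with the mean of all probe sets Neurod1 turned to -0.0022, and without the probe sets that can share probes Rab3a turned to 0.16. The number of lists outside the central 95% was 4 or 5 under each alternative. Cholesterol synthesis, heat shock and G2/M stayed outside under each of them, β-cell transcription factors left it at the stricter filter, and glycolysis with loess (percentile 97.4), quantile normalization (96.4) and the mean of all probe sets (97.3). At the stricter filter the list of genes kept low in β cells came to lie outside, with a median of -0.12 over 6 members (percentile 2.02). Over all list medians, 25 of 194 values moved by more than the SD of the random lists, and no list outside the central 95% changed sign. The medians of 9 lists inside it changed sign under 1 to 4 alternatives, namely RGS proteins and extracellular matrix, as given with their values, and exocytosis, cAMP and CREB, oxidative phosphorylation, the unfolded protein response, G1/S, the Notch pathway and housekeeping genes, whose turned medians lay no farther from 0 than 0.05. Larger moves of medians inside it, not given beside the results, were those of insulin synthesis and granules, at -0.02 with loess and with quantile normalization, insulin signaling, at 0.0049 at the stricter filter and 0.0018 with the mean of all probe sets, cAMP and CREB, at -0.07 at the stricter filter (percentile 6.06) and 0.05 with the mean of all probe sets, and the unfolded protein response, at -0.09 with that mean (percentile 3.6). No paired analysis was possible because each condition has 1 array and no test between the conditions was run. Signal limits what the arrays can show: below the filter the robust SD of log2 ratios was 1.10, so a 2-fold difference of a dim gene cannot be read.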

Differences from the paper's values

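For Slc2a2 (Glut2) the paper's value is a 2-fold increase with AdV-SPARC, and the signals of its 1 probe set gave 1.02-fold. Median centring, loess, quantile normalization and the pseudocount, set before the data were examined, gave from 1.01-fold to 1.04-fold. None of them reached the paper's value. No filter, the mean of all probe sets and leaving out probe sets that can share probes could not change the value of Slc2a2. Its 1 probe set lies above the filter and is not among those left out. At the stricter filter Slc2a2 has no value. The direction of the ratio is that of Fig. 3A, and the size lies within 1 local SD of no difference. By RT-qPCR the paper also reports higher Glut2 mRNA in Min6 cells overexpressing SPARC (Fig. S2A, 24 h in its legend). It reports lower Glut2 mRNA in islets of sparc −/− mice (Fig. S2B). The array value does not bear on these separate measurements. For Rgs4, the paper's decrease of 2.6-fold stands beside 2.61-fold on the brightest probe set.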

Other observations

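The tests on Rgs4, on immediate early genes and on CREB targets, and the median without the Nr4a genes, were chosen after the results were seen. Of 21 immediate early and ERK target genes above the filter, 6 were at least 1.5-fold lower with AdV-SPARC and 3 at least 1.5-fold higher (median -0.08, percentile 10). Lower were Spry4, a feedback inhibitor of receptor tyrosine kinases, at -1.59, the nuclear receptors Nr4a1, Nr4a2 at -1.10 and Nr4a3 at -1.04, and Etv5 at -0.88 and Fos at -0.85. Higher were Egr1, Myc at 0.93 and Junb at 0.62, and Myc and Junb, with local SDs of 0.48 and 0.42, lay within 2 local SDs of 0. Without the Nr4a genes the median was -0.04 (percentile 27.4). In the list of extracellular matrix and integrins (19 members, median -0.08, percentile 13.2), Sparcl1, the closest relative of Sparc, was over 1.5-fold lower at -1.27 and Smoc1, another relative, stood at -0.57. Agrn at 0.60 and Spock1 at 0.63 were over 1.5-fold higher, both within 2 local SDs of 0. With no filter, over 44 members, the median of this list was 0.09 (percentile 93.2).

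Insulin and PI3K-AKT signaling (24 members, median 0.05, percentile 80.5) had no member past 1.5-fold, with Irs2, Pik3r2 at 0.47, Inppl1 at 0.36 and Pik3cd at -0.39 farthest from 0. Among genes of cAMP receptors and CREB (16 members, median -0.02, percentile 38.6), Crem, a CREB-induced repressor, was over 1.5-fold lower at -0.63, with Prkacb at -0.33, Adcy6 at 0.39 and Adcy5 at 0.32. ChREBP targets (12 members, median 0.04, percentile 77.5) ranged from Acaca at -0.45 and Arrdc4 at -0.18 to Mlxipl at 0.35 and Bhlhe40 at 0.37. Oxidative phosphorylation (23 members, median -0.03, percentile 39.9) had its ends at Ndufa9 at -0.18 and Uqcrfs1 at -0.16, and Sdha at 0.06 and Sdhc at 0.15. For the unfolded protein response (27 members, median -0.02, percentile 33.1) the ends were Ppp1r15a at -0.49 and Trib3 at -0.44, and Pdia4 at 0.23 and Ddit3 at 0.25. Interferon and antiviral genes (18 members, median 0.09, percentile 88.7) ran from Iigp1 at -0.50 and Ddx58 at -0.50 to Gbp3 at 0.52 and Tap1 at 0.55, and NF-kB targets (9 members, median 0.14, percentile 92.2) from Cxcl1 at -0.27 to Tnfaip3 at 0.57. The interferon median was 0.0086 with the mean of all probe sets (percentile 59.8), and the NF-kB median 0.01 with no filter (19 members, percentile 64.5). The p53 targets (15 members, median 0.07, percentile 84.5) had Mdm2 at 0.41 and Gadd45a at 0.34 as the highest and Plk2 at -0.10 and Bbc3 at -0.09 as the lowest. In G1/S and DNA replication (28 members, median -0.02, percentile 20.6) the cyclins Ccnd1 at -0.46 and Ccnd2 at -0.34 were lowest and Pola1 at 0.39 and E2f8 at 0.33 highest. The Notch pathway (15 members, median -0.02, percentile 35.7) ran from Jag2 at -0.32 and Hes6 at -0.29 to Psen2 at 0.46 and Notch1 at 0.44. Genes kept low in β cells (12 members, median -0.05, percentile 21.8) ran from Slc16a1 at -0.41 and Lmo4 at -0.37 to Cat at 0.12 and Pdgfra at 0.33. Housekeeping genes (14 members, median -0.01, percentile 49.9) ranged from Tfrc at -0.32 and B2m at -0.28 to Gusb at 0.15 and Actb at 0.24. In none of the lists from ChREBP targets on did a member reach 1.5-fold. Markers of other cell types were mostly below the filter. Above it were 4 markers of alpha, delta and PP cells (Rbp4 at -0.22 and Slc7a2 at 0.28), 3 of acinar and ductal cells (Bhlha15 at -0.56 and Krt7 at 0.81), 2 of fibroblasts and stroma, with Pdgfra highest, and 3 of immune and endothelial cells (Csf1r at -0.23 and Esam at 0.38). Krt7 was the 1 such marker past 1.5-fold.

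Rgs4 was lower on the AdV-SPARC array. A scaling difference or a trend with signal is argued against, since the log2 ratio was -1.35 or lower after the loess and quantile corrections. A faulty probe set is argued against by the least changed probe set of Rgs4 above the filter, at -1.02. A difference between the 2 dishes of cells other than the transgene cannot be told apart from an effect of SPARC on these arrays, with 1 array per condition. In the paper's other measures, RT-qPCR and protein (Fig. 3B-D), Rgs4 also runs lower with SPARC, which does not settle what the arrays show.

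Nr4a1, Nr4a2 and Nr4a3 were lower on the AdV-SPARC array. A general loss of immediate early transcripts at harvest stays open, since beyond 2 local SDs 1 member of the list, Egr1, was at least 1.5-fold higher and 6 were at least 1.5-fold lower. A hypothesis is lower activity of CREB, which drives the Nr4a genes after cAMP and calcium signals. A list of 30 other CREB targets was written after the Nr4a values, that of Irs2 and the counts of the immediate early list, which shares members with it, had been seen. Its 23 members above the filter had a median of -0.10 (percentile 0.61), and the 11 in neither Fig. 3A nor another list had a median of -0.42 (percentile 0). That last median rests on 6 members below -0.4 and 5 from -0.02 to 0.33, of which Ncoa7, Tph1, Cited2 and Gem lie above 0, and it is -0.22 when any 1 of the 6 (Klf4, Id1, Arrdc3, Sik1, Nfil3 and Pde10a) is left out, at percentiles up to 0.23. Of the 23 members, 4 were at least 1.5-fold lower, namely Fos, Crem, Klf4 at -0.75 and Id1 at -0.74, and 1, Junb, at least 1.5-fold higher. Egr1, at 1.52, was not put in the list of CREB targets, and the medians were not computed with it. The medians are consistent with the hypothesis, which was found and tested on the same 2 arrays. A difference between the dishes, in medium or time of harvest, that acts on CREB targets alone stays open.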
